# Microarray and metabolome analysis of hepatic response to fasting and subsequent refeeding in zebrafish (*Danio rerio*)

**DOI:** 10.1186/s12864-019-6309-6

**Published:** 2019-12-02

**Authors:** Jirong Jia, Jingkai Qin, Xi Yuan, Zongzhen Liao, Jinfeng Huang, Bin Wang, Caiyun Sun, Wensheng Li

## Abstract

**Background:**

Compensatory growth refers to the phenomenon in which organisms grow faster after the improvement of an adverse environment and is thought to be an adaptive evolution to cope with the alleviation of the hostile environment. Many fish have the capacity for compensatory growth, but the underlying cellular mechanisms remain unclear. In the present study, microarray and nontargeted metabolomics were performed to characterize the transcriptome and metabolome of zebrafish liver during compensatory growth.

**Results:**

Zebrafish could regain the weight they lost during 3 weeks of fasting and reach a final weight similar to that of fish fed ad libitum when refed for 15 days. When refeeding for 3 days, the liver displayed hyperplasia accompanied with decreased triglyceride contents and increased glycogen contents. The microarray results showed that when food was resupplied for 3 days, the liver TCA cycle (Tricarboxylic acid cycle) and oxidative phosphorylation processes were upregulated, while DNA replication and repair, as well as proteasome assembly were also activated. Integration of transcriptome and metabolome data highlighted transcriptionally driven alterations in metabolism during compensatory growth, such as altered glycolysis and lipid metabolism activities. The metabolome data also implied the participation of amino acid metabolism during compensatory growth in zebrafish liver.

**Conclusion:**

Our study provides a global resource for metabolic adaptations and their transcriptional regulation during refeeding in zebrafish liver. This study represents a first step towards understanding of the impact of metabolism on compensatory growth and will potentially aid in understanding the molecular mechanism associated with compensatory growth.

## Background

Long-term fasting may cause growth retardation and severe damage in fish. To overcome the negative effects of food shortage, metabolic flux is modified [1–3]. When the food supply is restored, some species can accelerate their growth and promote biomass accumulation, which is called compensatory growth [4]. The nervous system, liver and muscle participate in compensatory growth in different ways. For example, most fish undergoing compensatory growth develop an enormous appetite, which is regulated by neuropeptides such as orexin, neural peptide Y (NPY) and agouti gene-related protein (AgrP) in the central nervous system [5, 6]. Restoring food intake after fasting increases the expression of growth hormone receptor in the liver, improving the sensitivity of liver tissue to growth hormone. Liver IGF1 (insulin-like growth factor 1) secretion is then activated, which plays important roles in growth and anabolic metabolism [7, 8]. During refeeding, the expression of the muscle-specific ubiquitin ligases MAFbx and MuRF1 are downregulated, thereby reducing muscle tissue protein degradation [9, 10]. As muscle tissue growth is determined by the balance of protein synthesis and protein breakdown, a reduction in protein degradation may be one of the reasons for the increase in total muscle mass during compensatory growth. In our earlier studies, liver-derived reactive oxygen species have been shown to regulate muscle fiber growth in a way that has not been elucidated [11]. Therefore, we speculated that liver metabolism was involved in compensatory growth, which was why liver was chose for the following analysis.

Considering the complexity of compensatory growth, omics approaches are good tools to study the molecular mechanism of compensatory growth. According to the report by Connor et al. [12], liver microarray analysis of cattle that resumed feeding for 1 day after 2 weeks fasting showed that oxidative phosphorylation, the tricarboxylic acid cycle, purine and pyrimidine metabolism, carbohydrates, fatty acid and amino acid metabolism, as well as glucose metabolism were upregulated. The author hypothesized that compensatory growth was caused by a combination of lower basal metabolism and enhanced mitochondrial function. Rescan et al. investigated the gene expression changes in salmon muscle tissues recovered at day 4, 7, 11 and 36 days after fasting for 30 days [13]. The microarray results showed that mRNA synthesis, translation, protein folding and maturation, ribosome formation, oxidative phosphorylation and DNA replication pathways were upregulated after recovery for 11 days. Another study focused on the recovery of trout muscle tissues 4, 11 and 36 days after refeeding; the results showed that the compensatory growth process upregulated transcription, RNA metabolism and mitochondrial functions [14].

Teleost fishes represent a highly diverse group consisting of more than 20,000 species. Many fish species have the ability to gain the weight of continuously fed fish after a period of restricted feeding [15, 16]. Identifying the mechanism of compensatory growth would assist in the selection of animals with improved feed efficiency, thereby reducing the overall costs of animal farming. Here, we confirmed zebrafish to be a suitable model for a compensatory growth study. After 3 weeks of fasting, feeding recovery for 3, 10 and 15 days were chosen as initial, middle and late sampling sites, respectively, during a compensatory growth study, and liver samples from each time point were applied for microarray analysis. At the same time, liver samples from zebrafish fed ad libitum as well as those fasted for 3 weeks were also selected for microarray analysis. The liver metabolome was examined after refeeding for 3 and 10 days after 3 weeks of fasting to better understand the metabolic adjustment during compensatory growth in zebrafish.

## Results

### Influence of fasting and refeeding on the body weight and histomorphology of liver tissues

No significant difference in initial body weight was found between the control and fasted groups (*P* > 0.05). Zebrafish fasted for 3 weeks lost 26% of their body mass, and significant differences in body weight were observed from 2 weeks of starvation (*P* < 0.05). Upon refeeding, the food-restricted zebrafish showed a higher weight gain ratio than the continuously fed fish (32.2% versus 7.0% in the refed 2 weeks), and caught up to the final body weight in approximately 2 weeks (Fig. 1a). Thus, we selected refeeding for 3, 10 and 15 days to represent early, middle and late phase compensatory growth, respectively. The liver size of zebrafish is greatly influenced by nutrition status, as fasting reduced liver size, while refeeding resulted in hepatomegaly (Fig. 1b). Refeeding for 3 days after 3 weeks of fasting caused a moderate increase in hepatocyte size (Fig. 1c), while the protein levels of proliferating-cell nuclear antigen (PCNA), a marker of cell proliferation [17], was significantly increased compared with the fish not undergoing fasting (Fig. 1d). The liver is considered to be the main lipogenic tissue in fish [18]. The lipid contents in livers of refed zebrafish were observed using a TG reagent kit. The results showed decreased TG contents after refeeding for 3 days and similar TG contents to the control group after refeeding for 10 days (Fig. 1e). The glycogen contents in the liver were increased after refeeding for 3 days and gradually restored after refeeding for 10 days (Fig. 1f).

**Fig. 1:**
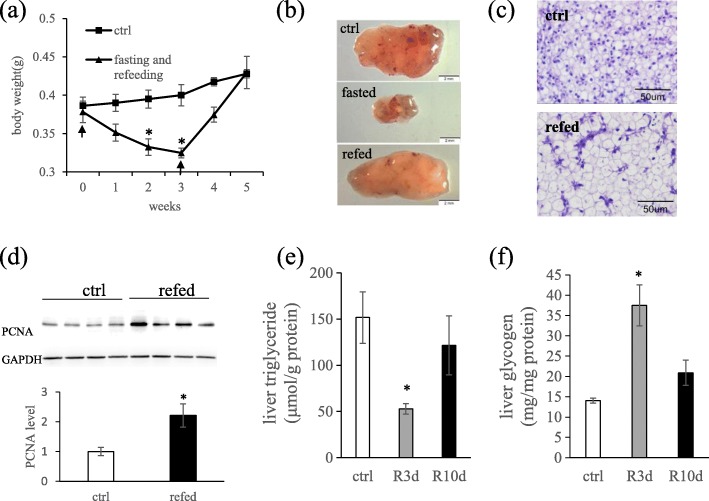
Effects of fasting and refeeding on zebrafish body weight and hepatocyte morphology. **a** Growth curve of zebrafish during fasting and refeeding. Arrows represent the start of fasting and refeeding, respectively; asterisks denote significant differences between fasting and the control group at the same stage (*P* < 0.05), *n* = 5–6. **b** Representative gross liver tissues from zebrafish fed ad libitum (ctrl), fasted for 3 weeks (fasted) and re-fed 3 days after a 3-week fast (refed). Scale bar, 2 mm. **c** H&E staining of liver samples from fed ad libitum (ctrl) and re-fed for 3 days following a 3-week starvation (refed). **d** Western blot analysis of PCNA expression in liver of zebrafish fed ad libitum (ctrl) and re-fed 3 days after a 3-week fast (refed), *n* = 4. **e** Triglyceride (TG) content in zebrafish liver when refed for 3 days (R3d) and 10 days (R10d) after a 3-weeks fasting, *n* = 4. **f** Glycogen content in zebrafish liver when refed for 3 days (R3d) and 10 days (R10d) after a 3-weeks fasting, *n* = 4–6. Error bars were ± SEM. For d, e and f, asterisks denote significant differences between refed group and the control group (*P* < 0.05)

### Temporal transcriptome during zebrafish compensatory growth: overview

ANOVA testing (Benjamini-Hochberg corrected *p*-values < 0.05) and a fold change threshold of 2 while q-value threshold of 0.1 were used to define genes with expression levels that were significantly different at the different stages of sampling compared to zebrafish fed ad libitum. This led to the identification of approximately 4000 unique differentially expressed genes that were then hierarchically clustered. 

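Liver RNA was hybridised in 1 colour to Agilent zebrafish arrays, 1 array for each of 16 samples. Of these, 4 came from continuously fed fish (Control), 3 from fish fasted for 3 weeks (F), and 3 each from fish refed for 3 days (R1), 10 days (R2) and 15 days (R3) after the fast. The labels divide the controls into set 1 and set 2, with 2 arrays each. The arrays lay on 4 slides with 4 arrays per slide. All F arrays lay on slide 1 beside 1 control, and all R3 arrays on slide 4 beside 1 R2 array, so that slide and group are partly mixed. Slides 1 and 2 were scanned on 1 day and slides 3 and 4 on another. Each array held 45220 spots, of which 1417 were control spots, and 43603 distinct probes. The share of probes well above background had a median of 61.8% in Control, 59.12% in F, 65.3% in R1, 64.2% in R2 and 53.8% in R3, with the lowest array at 46.1% in R3. The rank correlation between arrays of 1 group was between 0.870 and 0.951. The small number of arrays limits the precision of every value. The authors extracted background-subtracted intensities from the scans and applied quantile normalization in the GeneSpring software. Here, the deposited intensities of the scanner were taken on the log2 scale, averaged over the spots of a probe and quantile normalized between the 16 arrays. Control spots were left out and spots with outlier flags were set to missing. A probe was kept where it was well above background on every array of at least 1 group, which held for 27383 probes. Each accession was represented by its kept probe with the highest mean, which gave 17332 genes out of 28491 accessions. All 16 arrays entered 1 limma fit without covariates. A gene was called at a fold change above 2 or below 0.5, p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1. Probe positions are those the array files give on danRer6 (Zv8); the files place probes and do not name the exon. Group values are means ± SD of the log2 signal.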

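Over the 4 comparisons with Control, 4301 genes passed limma's moderated F-test at the paper's threshold, and 3276 genes were called in at least 1 comparison. Both held for 2610 genes. In F, 763 genes were called higher and 1257 lower, and 4576 genes had an unadjusted p under 0.05. In R1, 825 were called higher and 682 lower, with 3917 genes at an unadjusted p under 0.05. The corresponding numbers were 1 higher and 1 lower in R2, with 1796 genes at an unadjusted p under 0.05, and 9 higher and 27 lower in R3, with 1573. Scaling to the 75th percentile moved the median log2 fold change of all genes in F from -0.05 to 0.11, and in R1 from 0.01 to -0.09. Which direction held more genes then changed in both: 1088 were called higher and 897 lower in F, and 770 higher and 1039 lower in R1. Between R1 and F, a comparison that uses no control array, 3204 genes were called higher in R1 and 2545 lower, and with the 75th percentile scaling 2441 and 3765, the other way round. The alternative that lowered the total most was the slide as a fixed block, with 197 genes over all groups. Without F replicate 3 the total was 1598, and without R3 replicate 3 it was 3009.
The 3 largest rises and falls in each group were taken among called genes with a symbol whose arrays all lay beyond every control array. In F, the rises were vtg3 (ENSDART00000014979, chromosome 11, 7535342 to 7535401), zp2.2 (NM_131827, chromosome 20, 51543317 to 51543376) and zp3.1 (NM_001109741, chromosome 17, 1374562 to 1374621). The signal of vtg3 was 15.12 ± 0.17 (SD, n = 3) in F against 4.99 ± 6.50 (SD, n = 4) in Control, where 1 of 4 arrays was well above background, and limma gave a log2 fold change of 10.13 (standard error 3.06, adjusted p = 0.0521, 3 of 3 arrays above every control). That call was lost without Control replicate 1, 3 or 4 (9.03 to 9.08) and without F replicate 2 or 3 (10.22 and 10.13), and with control set 1 alone. Both zp2.2 and zp3.1 were well above background on no control array and were at least 192-fold (limma, adjusted p = 6.93e-06) and at least 195-fold (limma, adjusted p = 5.34e-07) higher in F, each on 3 of 3 arrays. Both are zona pellucida genes, which are made in the ovary. Ovary RNA in the F samples is a candidate explanation of their rises, which are therefore not read as a response of liver cells. The falls in F were lrit3a (NM_001128694, chromosome 14, 37792063 to 37792122), with a log2 fold change of -6.68 (limma, adjusted p = 0.0204), scd (NM_198815, chromosome 12, 45828725 to 45831053), with -5.67 (limma, adjusted p = 0.000507), and foxo6b (NM_001135132, chromosome 19, 15878797 to 15878856), which no F array showed well above background and which was at least 24.4-fold lower (limma, adjusted p = 0.00558). In R1, the rises were and2 (NM_001111190, chromosome 2, 29741028 to 29741087), with a log2 fold change of 5.41 (limma, adjusted p = 6.22e-05), prss35 (NM_001002212, chromosome 16, 31903434 to 31903493), with 5.01 (limma, adjusted p = 0.0136), and melk (NM_206888, chromosome 6, 34469361 to 34469420), with 4.76 (limma, adjusted p = 0.0338), which was well above background on 2 of 4 controls and was not called without R1 replicate 1 (log2 fold change 4.46). Only 1 of 4 controls was well above background for and2, so that the size of its rise is uncertain. The falls in R1 were arhgap28 (CT700420, chromosome 24, 39816839 to 39816898), with -6.03 (limma, adjusted p = 0.00238), cbln9 (NM_001030139, chromosome 2, 36137451 to 36137510), with -5.70 (limma, adjusted p = 0.0579), and cpt1b (NM_001005940, chromosome 18, 9100983 to 9101042), which was at least 49.7-fold lower (limma, adjusted p = 0.0123). The call of cbln9 was lost without Control replicate 3 or 4 and without R1 replicate 2 or 3, with log2 fold changes between -5.48 and -4.62.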

The unsupervised clustering, which is shown in Fig. 2 and is available using the heat map file and Java treeview tool (https://sourceforge.net/projects/jtreeview/files/), resulted in the formation of four major gene clusters that displayed the following distinct temporal profiles: clusters I and III were composed of genes with opposite expression patterns between the fasted and 3 days of refeeding groups, gradually recovered with later refeeding; cluster II was composed of genes specifically overexpressed at 10 or 15 days of refeeding; and cluster IV was composed of genes that were downregulated during refeeding, while not participated in the fasting. 

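The 4 lists of genes that the paper gives as additional files hold 1852, 467, 1203 and 368 entries. The paper gives these numbers as unique genes, but 1831 and 1189 distinct accessions stand in the lists of clusters I and III. Matched to the arrays by accession, 1658 genes of cluster I, 229 of cluster II, 946 of cluster III and 211 of cluster IV were among the genes tested. Because the lists were chosen on these same arrays, they are described here by medians and counts and were not tested as sets. The median log2 fold change of the cluster I genes against Control was -1.05 in F (array medians -1.20 to -0.87), 0.77 in R1 (0.73 to 0.86), 0.00 in R2 and 0.13 in R3. For cluster III it was 0.89 in F (0.66 to 0.96), -0.91 in R1 (-0.92 to -0.84), -0.01 in R2 and -0.20 in R3 (-0.33 to -0.13). The medians of cluster II were 0.01 in F, 0.22 in R1, 0.88 in R2 (0.76 to 0.90) and 0.23 in R3 (0.06 to 0.57). Those of cluster IV were 0.25 in F (0.08 to 0.48), -0.37 in R1 (-0.43 to -0.27), -0.49 in R2 (-0.67 to -0.22) and -1.06 in R3 (-1.29 to -0.77). The probe behind an entry moved them most in R3: with each entry taken at its own probe, dim probes included, a choice made after seeing the data, the R3 median was 1.12 for cluster II and -1.30 for cluster IV. In cluster IV it was -1.27 at kept probes and -1.31 at the others, so the filter on dim probes does not account for that move. Only 11.4% of the cluster IV probes were well above background on every R3 array. At all listed probes of cluster IV, the R2 array on slide 4 lay at -1.15, and the R3 arrays between -1.55 and -1.26. The R2 arrays on slide 3 lay at -0.39 and -0.60, so slide is not excluded for the fall in R3. Of the 2610 genes called over all groups, 901 were in the list of cluster I, 33 in cluster II, 474 in cluster III and 35 in cluster IV.

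**Figure D1:**
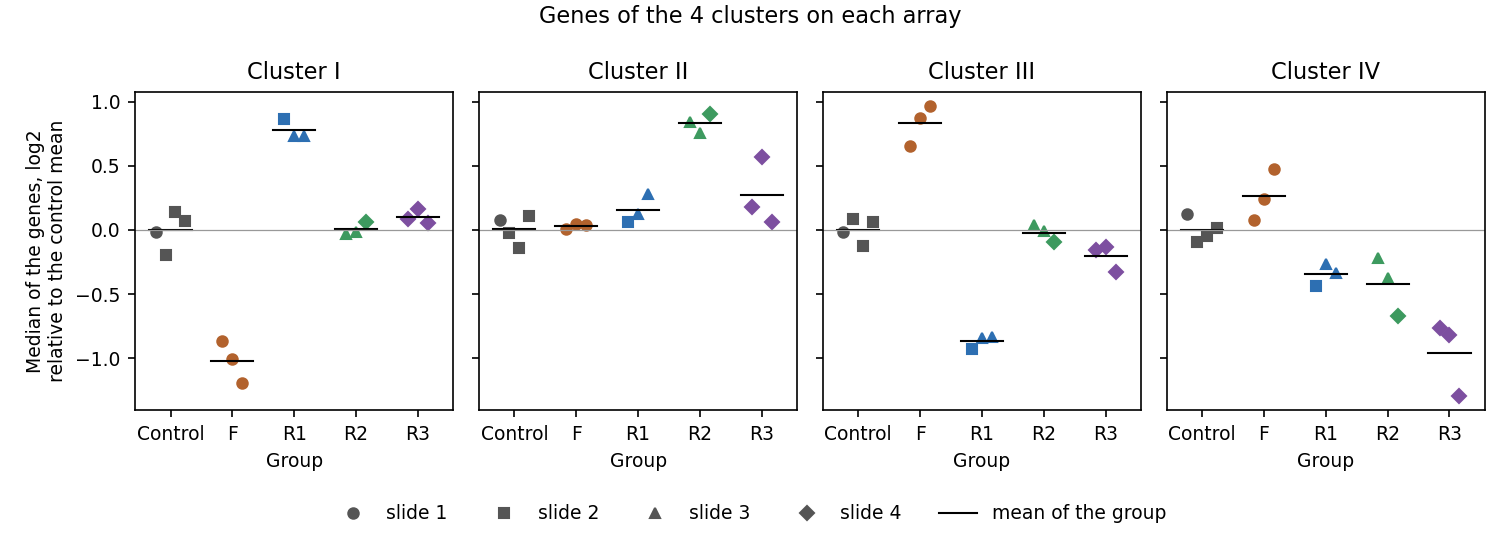
Median over the tested genes of clusters I to IV on each of the 16 arrays, as log2 relative to the control mean, with arrays grouped as Control, F, R1, R2 and R3. Each point is 1 array, its shape gives the slide, and the black line is the mean of the group; cluster I lies at a median of -1.05 in F and 0.77 in R1, and cluster III at 0.89 and -0.91.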

Several genes not belonging to any of these four clusters were abandoned in our further analysis.

**Fig. 2:**
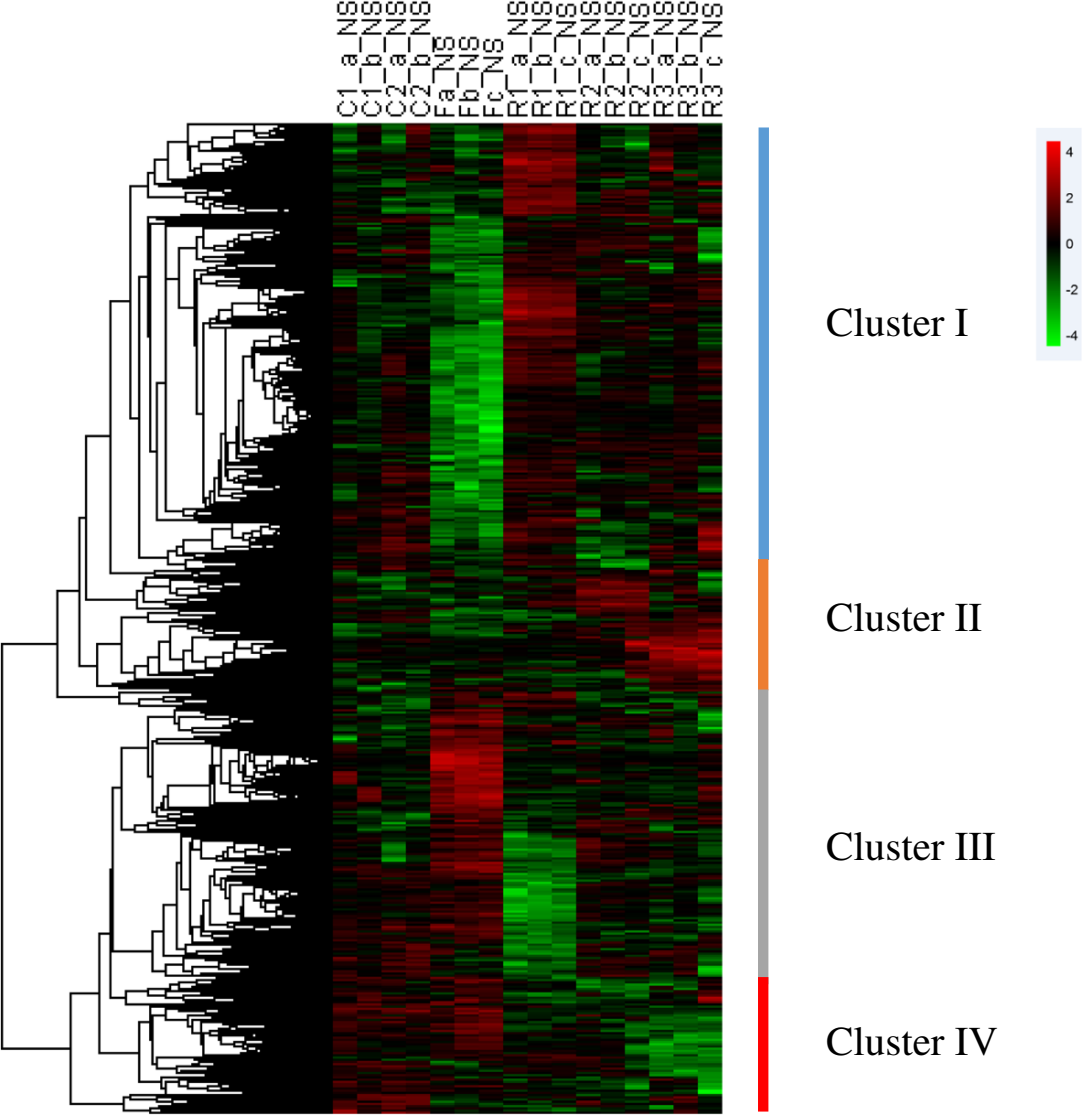
Hierarchical clustering of differentially expressed genes during fasting and refeeding in zebrafish liver. Unsupervised clustering of differentially expressed genes led to the formation of four distinct clusters (I, II, III and IV). Each row represented the temporal expression pattern of a single gene and each column represented a single sample. Columns 1 to 4, liver samples from continuously fed group; columns 5 to 7, liver samples at fasted for 3 weeks; columns 8 to 10, liver samples at day 3 after refeeding; columns 11 to 13, liver samples at day 10 after refeeding; columns 14 to 16, liver samples at day 15 after refeeding. The expression levels were represented by colored tags, with red representing higher levels of expression and green representing lower levels of expression

### Genes upregulated after 3 days of refeeding

Cluster I contained 1852 unique genes with early and transient induction after refeeding for 3 days after 3 weeks of fasting, and most of these genes recovered their expression after refeeding for 15 days. 

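Of the 1658 tested genes of cluster I, 1328 were higher in R1 than in Control and 464 of them were called higher, while 330 were lower and 18 of those were called lower. In F, 1448 were lower and 705 were called lower, against 2 called higher. From F to R1, 1582 rose and 1248 were called. At R3, 1015 of the genes lay above the control mean, and 4 were called higher. Leaving out 1 array at a time gave between 1270 and 1371 genes higher in R1.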

In total, 1694 genes from cluster I were eligible for analysis using the DAVID (Database for Annotation, Visualization and Integrated Discovery) software tools and were subsequently used for functional analysis. 

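Of the genes that the paper's list places under DNA repair, 32 were tested. All 32 were higher in R1 than in Control, with a median log2 fold change of 1.55 (array medians 1.36 to 1.57), and 17 were called. In F their median was -0.63, with 25 lower and 6 called. Under cell cycle, 29 of 29 tested genes were higher in R1, with a median of 2.22 (1.96 to 2.52) and 19 called, and the median in F was -0.79. In addition, 14 gene sets written from gene symbols alone were tested with camera at a preset correlation between genes of 0.01, adjusted over all sets and the 4 comparisons. The DNA replication set (37 genes) had a median log2 fold change of 1.69 in R1, with 35 genes higher on average and the set median positive on 3 of 3 arrays (camera, adjusted p = 1.85e-11). Of its genes, 14 were called over all genes and 26 when adjusted over the list alone. The mitotic cell cycle set (29 genes) had a median of 2.22 in R1, with 28 genes higher, again on 3 of 3 arrays (camera, adjusted p = 2.83e-12). It had 21 called genes, and 22 when adjusted over the list alone. In F, the DNA replication set was lower (median -0.63, 7 of 37 genes higher, camera, adjusted p = 0.0274), whereas the mitotic set was higher (median 0.73, 1.21 without F replicate 2, 22 of 29 genes higher, camera, adjusted p = 0.000297), each on 3 of 3 arrays. The call of the DNA replication set in F was lost without Control replicate 2 or 4 or F replicate 2, with medians of -0.51, -0.13 and -0.44. The alternative that moved the set tests most was camera with the correlation estimated from the arrays, under which no set was called in any comparison. With fry, a rotation test, these calls held: in R1, DNA replication, mitotic cell cycle, proteasome, ATP synthase, OXPHOS, TCA cycle, fatty acid synthesis and nuclear receptors, and in F, proteasome, ATP synthase, OXPHOS, TCA cycle, glycolysis, redox homeostasis and nuclear receptors. Of the sets called in R3, odorant receptors alone held with fry, and of those in R2, none.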

Gene Ontology of cluster I using DAVID revealed a very high enrichment of functional categories related to DNA repair (GO:0006281, *P* < 3.37 × 10^− 8^, 38 genes) and cell cycle (GO:0007049, *P* < 4.04 × 10^− 8^, 37 genes), indicating that cell proliferation occurred early in refed zebrafish liver. 

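Among the genes of cluster I listed under lipid metabolic process, 32 of 32 tested were lower in F than in Control, with a median log2 fold change of -1.30 and 20 called. In R1, 26 of the 32 were higher, the median was 0.38 and 5 were called. The genes listed under fatty acid biosynthetic process (12 tested) had a median of -1.52 in F, with 9 called lower, and 0.49 in R1, with 10 higher and 4 called. For ATP metabolic process (5 tested), the median was -0.67 in F and 0.80 in R1, where 4 were higher and 1 was called. The fatty acid synthesis set (19 genes), fixed without the arrays, had a median of 0.75 in R1 with 14 genes higher and on 3 of 3 arrays (camera, adjusted p = 0.0318). Of these, 4 genes were called over all genes and 7 when adjusted over the list alone. That set was no longer called without Control replicate 2 or 4 or R1 replicate 2 or 3 (medians between 0.25 and 0.74), nor under 7 other settings besides the estimated correlation. In F its median was -0.36 and it was not called (camera, adjusted p = 0.140), although fry and 4 other settings called it lower.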

Some metabolic processes were also clustered, such as lipid metabolic process (GO:0006629, *P* < 2.26 × 10^− 4^, 32 genes), fatty acid biosynthetic process (GO:0006633, *P* < 4.96 × 10^− 4^, 12 genes) and ATP metabolic process (GO:0046034, *P* < 0.0099, 5 genes). Several genes belonging to the glycolytic pathway were also upregulated in R1, even though *P* > 0.05. 

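Of the genes that the list of cluster I places under the glycolytic process, 5 were tested, and 5 of 5 were higher in R1, with a median log2 fold change of 0.74 and 1 gene called. In F the median was -1.25, with 4 called lower, and in R2 it was -0.83. The wider glycolysis set (28 genes) had a median of 0.65 in R1, with 22 genes higher and a positive median on 3 of 3 arrays (camera, adjusted p = 0.0202). This call was lost without R1 replicate 2 (median 0.42), with fry, with the 75th percentile scaling, with control set 2 alone and with slide or scan date as a block. In F the median of the set was -0.83, with 1 of 28 genes higher, on 3 of 3 arrays (camera, adjusted p = 8.05e-05). The set had 6 called genes in F and 3 in R1, the same numbers as when adjusted over the list alone.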

At the same time, cell redox homeostasis (GO:0045454, *P* < 3.31 × 10^− 4^, 15 genes) and ubiquitin-dependent protein catabolic process (GO:0006511, *P* < 0.0072, 18 genes) were also upregulated after refeeding for 3 days. 

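The 15 genes listed under cell redox homeostasis had a median log2 fold change of 0.65 in R1, where 11 were higher and 4 were called. In F their median was -1.05, 0 of 15 were higher and 7 were called lower by limma. Of the genes listed under ubiquitin-dependent protein catabolic process, 17 were tested, with a median of 1.26 in R1, 16 higher and 11 called. Their median in F was -0.88, with 7 called lower. The paper takes the enrichment of DNA repair and cell cycle categories among the cluster I genes as a sign of early cell proliferation in the refed liver.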

For details, see Additional file 1 for lists of genes that composed the major functional categories in cluster I.

### Genes upregulated at 10 days or 15 days post-refeeding

Cluster II included approximately 467 unique genes specifically upregulated at 10 or 15 days after refeeding began. 

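Of the 229 tested genes of cluster II, 188 were higher in R2 than in Control and 1 was called, and 151 were higher in R3 and 2 were called. For 116 of the listed genes the probe was well above background on no array, and 39.4% of the listed probes were kept by the filter. At their own probes, the 184 kept entries had a median log2 fold change of 1.09 in R2 and 0.42 in R3, and the 283 entries not kept had 0.54 and 1.36. The number higher in R3 was between 130 and 162 when 1 array at a time was left out.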

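None of the 10 genes that the list of cluster II places under response to stimulus had a probe that passed the filter on dim probes. Of the 26 listed under G-protein coupled receptor signaling pathway, 5 were tested. Their median log2 fold change was 0.23 in R2 and 0.33 in R3, 3 of 5 were higher in each, and limma called 0. For smoothened signaling pathway, 3 of 4 were tested, with medians of 0.45 in R2 and 0.87 in R3. For fibroblast growth factor receptor signaling pathway, 1 of 4 was tested, at 0.70 in R2 and 1.04 in R3; without the filter, the median in R2 of the listed genes was -0.05.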

DAVID analysis of the 379 eligible genes showed that cluster II was highly enriched in genes involved in response to stimulus (GO:0050896, *P* < 0.0026, 10 genes), G-protein coupled receptor signaling pathway (GO:0007186, *P* < 0.011, 26 genes), smoothened signaling pathway (GO:0007224, *P* < 0.011, 4 genes), fibroblast growth factor receptor signaling pathway (GO:0008543, *P* < 0.022, 4 genes), etc. Several odorant receptors were upregulated during later refeeding, such as *or126–4*, *or115–13*, *or103–4*, *or116–1*, *or111–7*, *or109–1*, and *or108–2*. 

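The array holds 8 probes for the 7 odorant receptors named, 2 of them for or103-4 (NM_203469). Over the 16 arrays this gives 128 pairs of probe and array, and in 3 of them the signal was well above background. Of these, 2 were on Control replicate 4 and 1 was on the R2 array of slide 4; none was on an R3 array. None of the 7 genes passed the filter, and they were not tested with the other genes. Without the filter, the log2 fold change in R3 was between -0.24 (or116-1, NM_001128577) and 1.36 (or126-4, NM_001128392), and limma's adjusted p was between 0.0605 (or108-2, NM_001128407) and 0.868 (or116-1). In R2 it was between -0.91 and 1.01. For or115-13 (NM_001099262), or111-7 (NM_131582) and or109-1 (NM_001128586), the values in R3 were 1.27, 1.21 and 1.09. Without the filter, or108-2 (log2 fold change 1.08) thus meets the thresholds in R3, with no array of either group well above background. As both groups were at background, no fold is read from these values.

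**Figure D2:**
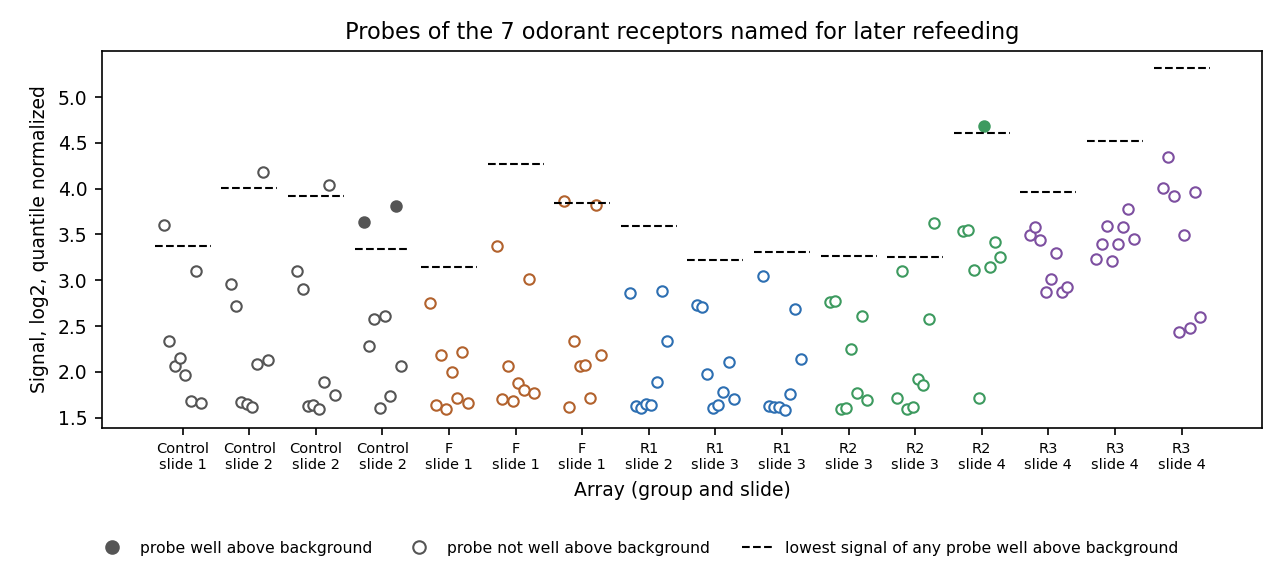
Quantile normalized log2 signal of the 8 probes of the 7 named odorant receptors on each of the 16 arrays, grouped by condition. Filled points are well above background (3 of 128) and open points are not; the dashed line on each array marks the lowest signal of any probe well above background, between 3.14 and 5.31.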

For details, see Additional file 2 for the lists of genes that composed the major functional categories in cluster II.

### Genes upregulated during fasting that recovered during refeeding

Cluster III contained approximately 1203 unique genes upregulated during fasting and downregulated when food was resupplied. When refeeding was sustained, the expression of these genes returned to the level of the control group. 

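Of the 946 tested genes of cluster III, 751 were higher in F than in Control and 308 were called higher. In R1, 760 were lower and 305 were called lower. Between R1 and F, 883 fell, with a median log2 difference of -1.67, and 651 were called. In R2, 463 lay above the control mean. In R3, 600 lay below it and 4 were called lower. With 1 array left out at a time, between 734 and 760 genes were higher in F.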

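The 15 genes that the list of cluster III places under steroid hormone mediated signaling pathway had a median log2 fold change of 1.05 in F (array medians 0.46 to 1.23), with 13 higher and 7 called. In R1 the median was -1.47, with 14 lower and 10 called, and in R2 it was -0.00. For arachidonic acid metabolic process (6 tested), 5 were higher in F, with a median of 0.34 and 0 called by limma, and 6 of 6 were lower in R1, with a median of -1.84 and 4 called; their medians were -0.92 in R2 and -0.73 in R3. For regulation of insulin-like growth factor receptor signaling pathway (5 tested), the median in F was 2.63, with 3 higher, 2 called higher and 1 called lower, and in R1 it was -0.99. For negative regulation of cell proliferation (8 tested), it was 1.18 in F, with 6 higher, and -1.01 in R1, with 7 lower.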

DAVID analysis performed on 1042 eligible genes indicated that this cluster was enriched in genes encoding the steroid hormone-mediated signaling pathway (GO:0043401, *P* < 1.83 × 10^− 5^, 15 genes), arachidonic acid metabolic process (GO:0019369, *P* < 2.88 × 10^− 4^, 6 genes), regulation of insulin-like growth factor receptor signaling pathway (GO:0043567, *P* < 6.46 × 10^− 4^, 5 genes) and negative regulation of cell proliferation (GO:0008285, *P* < 0.0016, 9 genes). Additionally, several nuclear receptors were also found in this cluster, such as *nr0b1*, *nr1d2a*, *nr5a5*, *nr1d1*, *nr1h4*, *nr1i2*, *retinoid X receptor*, *alpha a (rxraa)*, *retinoid X receptor*, *gamma b (rxrgb)*, and *thyroid hormone receptor beta (thrb)*. 

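In R1, limma called 8 of these 9 receptors lower, each on 3 of 3 arrays: nr1i2 (NM_001098617, chromosome 9, 8939599 to 8939658), with 5.32 ± 0.12 (SD, n = 3) against 7.74 ± 0.37 in Control (SD, n = 4) and a log2 fold change of -2.42 (adjusted p = 0.000213), rxrgb (NM_001002345, chromosome 20, 33818029 to 33818088), with -2.35 (adjusted p = 0.00105), nr1d2a (NM_001130592, chromosome 16, 48127752 to 48127811), with -2.88 (adjusted p = 0.00376), nr1h4 (NM_001002574, chromosome 18, 15777571 to 15777629), with -1.58 (adjusted p = 0.0167), nr1d1 (NM_205729, chromosome 3, 20489848 to 20489907), with -2.01 (adjusted p = 0.0237), rxraa (NM_001161551, chromosome 21, 18605865 to 18605924), with -1.36 (adjusted p = 0.0264), thrb and nr0b1. The last is on the array under 2 accessions, NM_001082947 (chromosome 11, 29579073 to 29579132) and DQ017613 (29580726 to 29580774), with log2 fold changes of -1.10 and -1.08 (limma, adjusted p = 0.0655 and 0.0738). Both calls of nr0b1 were lost without any 1 of the R1 arrays and without Control replicate 1, 3 or 4, with log2 fold changes between -1.21 and -0.95. That of nr1d1 was lost without R1 replicate 1 (log2 fold change -1.71), and that of rxraa without R1 replicate 2 (-1.23). With the slide or the scan date as a block, the calls of nr1h4, thrb and nr0b1 were lost, and with the slide that of nr1d1. In these blocks only R1 replicate 1 shares a slide or scan day with controls. The 2 accessions of nr5a5 (NM_214779 and NM_001077272, chromosome 3, 50979145 to 50979204 and 50978873 to 50978932) had -1.85 and -1.94 and were not called (limma, adjusted p = 0.16 and 0.191, 3 of 3 arrays lower), with an R3 group SD of 2.33 for the former.
In F, nr1d1 rose by a log2 fold change of 1.67 (limma, adjusted p = 0.0382) and nr1d2a by 1.63 (limma, adjusted p = 0.0418), both on 3 of 3 arrays. Without F replicate 3 neither was called (1.73 and 1.26), and nr1d2a was also not called without Control replicate 3 or 4 (1.51 and 1.36). Other kept probes gave 0.75 and 0.75 for nr1d2a (limma, adjusted p = 0.425 and 0.326) and 1.16 for nr1d1 (limma, adjusted p = 0.172), none of them called. Values for nr5a5 were 1.80 and 2.00 on 3 of 3 arrays without a call (limma, adjusted p = 0.146 and 0.151), although the 75th percentile scaling called the former. Their other kept probes gave 2.36 and 2.34 (limma, adjusted p = 0.0291 and 0.0599) and passed the thresholds, so the call in F depends on the probe. Not called in F either were nr1h4 with 0.64, rxrgb with 0.50, nr1i2 with 0.30, rxraa with -0.23 and nr0b1 with -0.31 and -0.37. In R3, nr1i2 remained below every control on 3 of 3 arrays with a log2 fold change of -0.74 and no call (limma, adjusted p = 0.351).

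**Figure D3:**
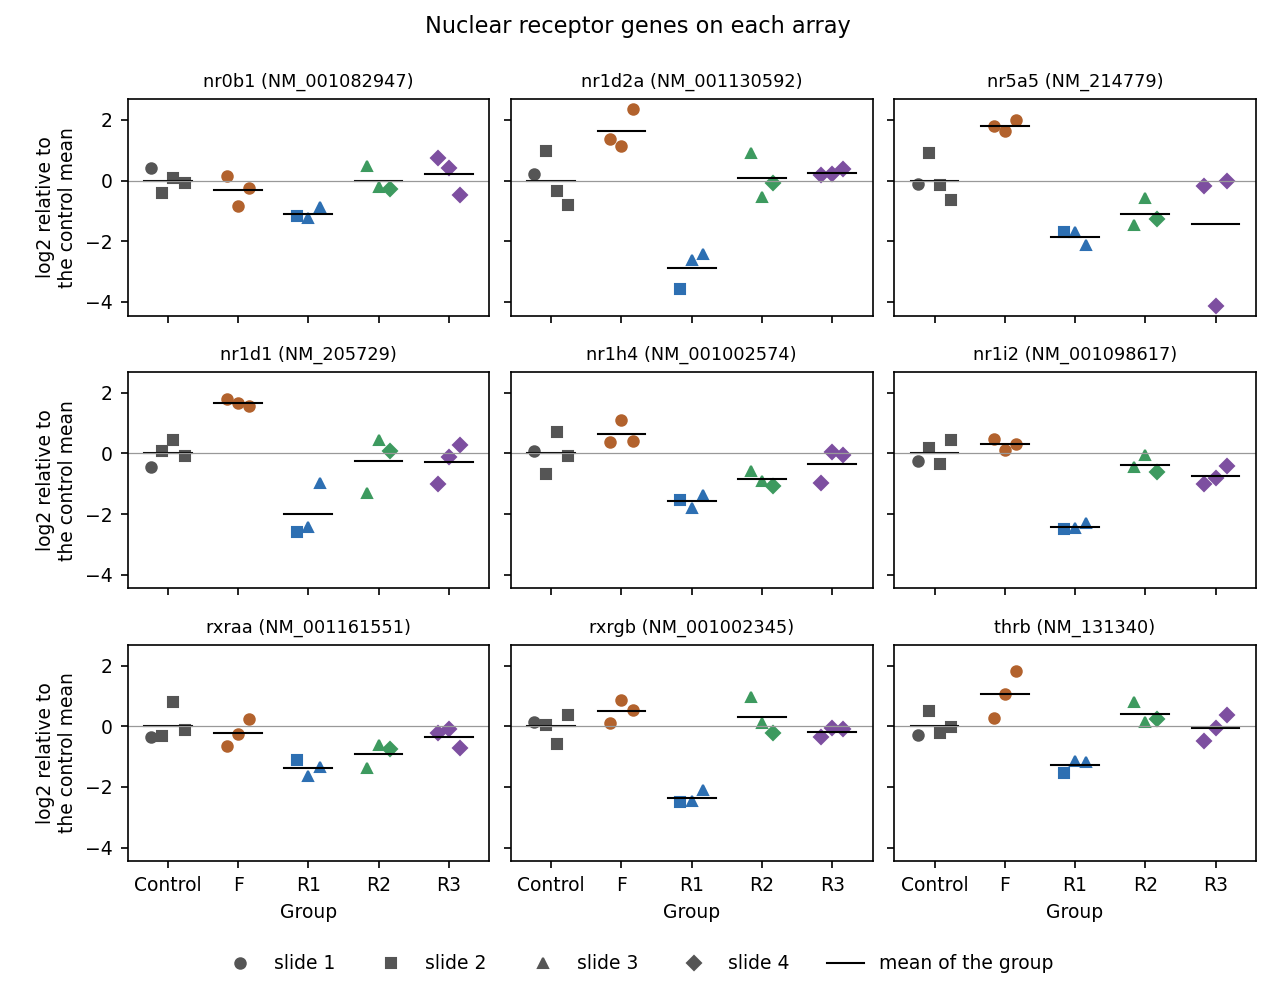
Signal of the 9 named nuclear receptors on each of the 16 arrays, as log2 relative to the control mean, 1 panel per gene, with arrays grouped as Control, F, R1, R2 and R3. Each point is 1 array; R1 lies below every control on 3 of 3 arrays in each panel, and F lies above every control on 3 of 3 arrays for nr1d1, nr1d2a and nr5a5.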

For details, see Additional file 3 for the lists of genes that composed the major functional categories in cluster III.

### Genes with a tendency for downregulation during early and late refeeding

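Of the genes in the list of cluster IV, 211 passed the filter on dim probes and were tested. In R1, 150 were lower than in Control and 11 were called lower. In R2, 154 were lower and 0 were called lower by limma, with 1796 genes of all those tested at an unadjusted p under 0.05. In R3, 184 were lower and 3 were called lower. Slide is not excluded as a part of that fall, since all R3 arrays lay on slide 4. In F, 134 were higher and 19 were called higher. The probes of 24 listed genes were well above background on no array.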

Cluster IV included more than 368 unique genes that were downregulated early or late during the refeeding experiment. 

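Few of the cluster IV genes of the 3 categories calcium ion transport, gluconeogenesis and thyroid hormone generation passed the filter on dim probes. Of 5 listed under calcium ion transport, 2 were tested. Their median log2 fold change was 0.65 in F, -0.33 in R1, -0.91 in R2 and -0.56 in R3, and limma called 0; where only probes well above background on all arrays were kept, the value in R1 was 0.19. Of 3 listed under gluconeogenesis, 1 was tested, at -1.20 in F, -1.69 in R1, 0.21 in R2 and -2.20 in R3, without a call. Neither of the genes listed under thyroid hormone generation was tested.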

The DAVID analysis of 303 eligible genes showed that cluster IV was highly enriched in genes involved in calcium ion transport (GO:0006816, *P* < 0.017, 5 genes), gluconeogenesis (GO:0006094, *P* < 0.029, 3 genes) and thyroid hormone generation (GO:0006590, *P* < 0.042, 2 genes). For details, see Additional file 4 for the lists of genes that composed cluster IV functional categories.

### Validation of the microarray gene expression data

To confirm the significance of the differential mRNA expression patterns observed in the microarray data, real-time PCR analysis was performed on selected genes that exhibited distinct temporal profiles during fasting and refeeding. Among the ten tested genes, *pgd*, *prdx5*, *aldh1a2* and *pklr* belonged to cluster I; *thrb*, *nr1h5* and *igf1* belonged to cluster III; and *atl1*, *tert* and *gyg2* belonged to cluster IV. The temporal expression patterns of these genes revealed by microarray and real-time PCR data were very similar (Fig. 3). 

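All 10 genes were on the arrays, and the values here are those of limma for the probe that represents each gene. In cluster I, pgd (NM_213453, chromosome 23, 28836410 to 28836469) was 13.98 ± 0.83 in Control (SD, n = 4), 10.91 ± 0.39 in F and 16.53 ± 0.76 in R1 (SD, n = 3 each). Its log2 fold change was -3.07 in F (standard error 0.57, adjusted p = 0.00554) and 2.56 in R1 (adjusted p = 0.0200), each on 3 of 3 arrays. The R1 call was lost with control set 1 alone, without moderation and with the slide or the scan date as a block. Over all settings the log2 fold change in R1 lay between 1.97 and 3.14. In the 2 blocks only R1 replicate 1 shares a slide or scan day with controls. For prdx5 (NM_001024406, chromosome 21, 28969275 to 28969334), the log2 fold change was -0.14 in F (adjusted p = 0.856) and 1.82 in R1 (standard error 0.38, adjusted p = 0.0150, 3 of 3 arrays). The same 2 blocks lost the R1 call of prdx5, with log2 fold changes between 1.62 and 2.25 over all settings. With aldh1a2 (NM_131850, chromosome 7, 30625981 to 30626040), the values were -1.65 in F (adjusted p = 0.200) and 1.06 in R1 (adjusted p = 0.468), on 2 of 3 arrays each, and in neither group was it called; the difference was within the spread between replicates. In F, pklr fell by 1.25 on the log2 scale (standard error 0.28, adjusted p = 0.0167, 3 of 3 arrays).
In cluster III, thrb was lower in R1 (7.56 ± 0.21, SD, n = 3, against 8.85 ± 0.36 in Control), by a log2 fold change of -1.29 (limma, adjusted p = 0.0415, 3 of 3 arrays), a call that was lost without R1 replicate 1 (-1.17). The slide and scan date blocks, normexp background correction and either control set alone lost it too (-1.63 to -0.81 over all settings). The probes of nr1h5 (NM_001123241) have no position in the files. It was higher in F, by 1.46 (standard error 0.36, adjusted p = 0.0224, 3 of 3 arrays), and -0.71 in R1 was not called (adjusted p = 0.26). The fold change of igf1 (NM_131825, chromosome 4, 17136729 to 17139473) in F was -1.24 on the log2 scale (standard error 0.33, adjusted p = 0.0307, 3 of 3 arrays), and the call was lost without F replicate 3 (-1.20).
In cluster IV, atl1 (NM_001145700, chromosome 13, 37061886 to 37061945) was well above background on at most 6 arrays, on 1 of 4 controls and on no R3 array. It lay above every control on 3 of 3 R1 arrays without a call (limma, adjusted p = 0.120), and no fold is read in R1 or R3. The probe of tert (NM_001083866, chromosome 19, 638435 to 638590) was well above background on 3 of 4 controls and on no R3 array, where it lay below every control on 3 of 3 arrays without a call (limma, adjusted p = 0.274). For gyg2 (NM_001145576, chromosome 1, 33665363 to 33665422) the log2 fold change was 1.54 in F (adjusted p = 0.0423), 1.78 in R1 (adjusted p = 0.0302), 2.32 in R2 (adjusted p = 0.135), each on 3 of 3 arrays, and -0.20 in R3. Without Control replicate 3 or F replicate 3 the call in F was lost (1.37 and 1.1), and without R1 replicate 1 or 2 that in R1 (1.75 and 1.67). The call of gyg2 in R1 was also lost with the slide or the scan date as a block. Over the 24 genes that the paper names and that were tested, 9 were called in F and 12 in R1 over all genes, and 11 and 15 when adjusted over the list alone; since the study chose them on these samples, the latter is not independent evidence.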

Pearson correlations between the differences in expression measured by quantitative real-time PCR and microarray were greater than 0.70, except for *igf1* (*r* = 0.629), *tert* (*r* = 0.488) and *gyg2* (*r* = 0.486).

**Fig. 3:**
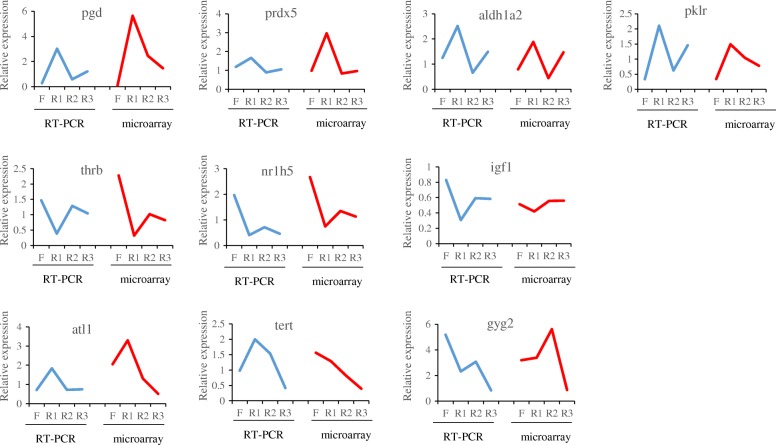
Comparison of RT-PCR and microarray expression ratios for selected genes. Blue curves represented results from RT-PCR, *n* = 8–10; red curves represented results of microarray results. F, R1, R2 and R3 represented liver samples of fasted for 3 weeks, refed for 3 days, refed for 10 days and refed for 15 days

### Impacts of refeeding on zebrafish liver metabolomics

To better validate the microarray results and understand the metabolome changes associated with refeeding, untargeted metabolomics was performed on zebrafish liver after refeeding for 3 days (R1) and 10 days (R2) after 3 weeks of fasting using the GC-MS platform. According to the original principal-component analysis (PCA) scores, two samples from the R2 group were excluded from the analysis. The PLS-DA (Partial least squares discrimination analysis) score was recalculated and is shown in Fig. 4a. The data from each group were in a 95% confidence interval, and good clustering was shown within the group. There was also a good distinction between groups, indicating differences in the metabolite contents among the different time points. Among the 88 detected metabolites, 28, 21, 11, and 10% belonged to amino acid, organic acid, phosphoric acid, and fatty acid, respectively. Polyol, sugar, nucleotides and amine were also detected with a smaller proportion (Fig. 4b).

**Fig. 4:**
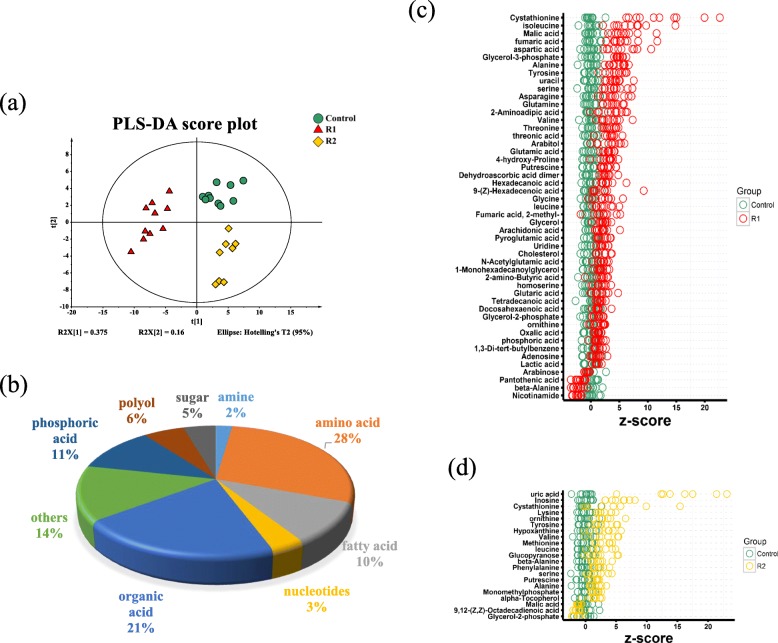
Metabolic profiles of zebrafish liver during refeeding. **a** Score plot of the PLS-DA model from all detected metabolites. **b** Category of detected metabolites. **c** Z-score scatter diagrams of differential metabolites in R1 (refed 3 days) period based on control. **d** Z-score scatter diagrams of differential metabolites in R2 (refed 10 days) period based on control. For **c** and **d**, the data from tested groups were separately scaled to the mean and standard deviation of control. Each point represented one metabolite in one technical repeat and was colored by sample types

Using statistical cut-offs such as a *P*-value < 0.05 and fold change > 1.5 or < 0.667, 45 metabolites were upregulated and 4 were downregulated among the R1 samples (Additional file 5: Table S1); the Z-score displaying the variations in these metabolites is shown in Fig. 4c. Among the differential abundance of metabolites, amino acids were the most significant. Apart from β-alanine, phenylalanine, proline, lysine, cysteine and methionine, all the other detected amino acids had elevated abundances in R1. Refeeding for 3 days showed increased levels of glycerol-3-phosphate (3PG), glycerol-2-phosphate (2PG) and lactate, all of which are glycolytic intermediates. At the same time, the levels of some fatty acids, such as 9-(Z)-hexadecenoate, arachidonic acid, docosahexaenoic acid, myristoic acid and palmitic acid, were significantly increased during the R1 period. The abundance of lactate, fumarate and malate during the R1 stage was higher than in the control group, indicating the reinforced TCA cycle during early refeeding.

Using statistical cut-offs such as a *P*-value < 0.05 and fold change > 1.5 or < 0.667, 18 metabolites were upregulated and 3 were downregulated among the R2 samples (Additional file 5: Table S2); the Z-score displaying the variations in these metabolites is shown in Fig. 4d. The most significantly accumulated metabolite in the R2 liver was uric acid. The types of metabolites with the most significant changes in concentration were still amino acids. The abundance of malate, which was increased in R1, was reduced in R2, suggesting the restoration of the TCA cycle during R2.

We summarized the amino acid concentration variations during R1 and R2 in Fig. 5, and found that except for glycine, the concentrations of other amino acids were increased to some extent during R2. Metabolites that had persistently high abundance during R1 and R2 were also emphasized (Fig. 6), except for five amino acids. Putrescine and cystathionine were found to accumulate in the liver during early and late refeeding; both of these compounds are amino acid metabolites [19, 20].

**Fig. 5:**
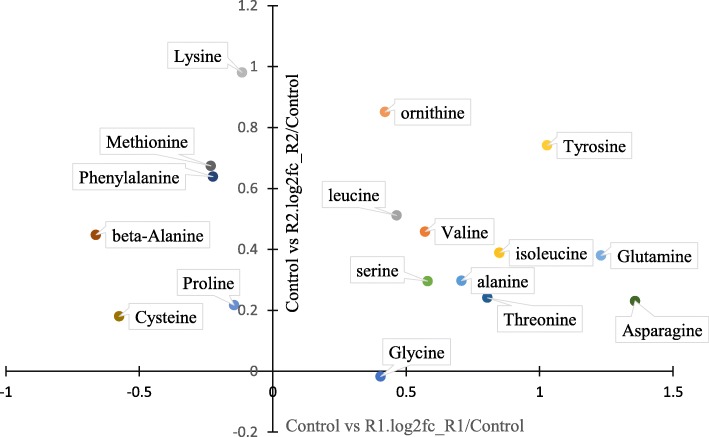
Scatter diagram of amino acid levels comparing to control group during R1 (refed 3 days) and R2 (refed 10 days) period

**Fig. 6:**
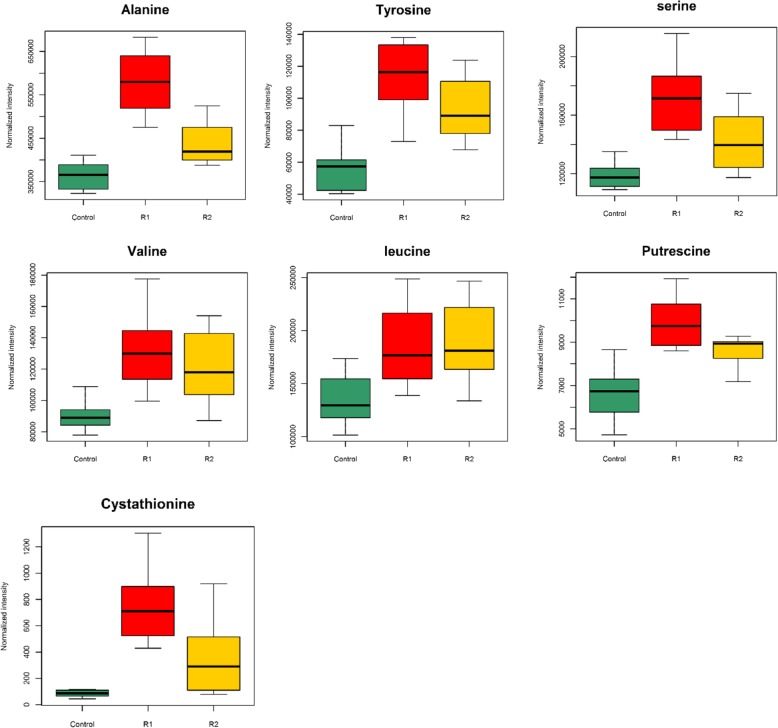
Boxplots represented metabolites differences in R1 (refed 3 days) and R2 (refed 10 days) period comparing to the control group

## Discussion

### Gene expression alterations during fasting

When zebrafish were fasted, the loss of body weight was the most prominent in the first week, and slowed down in the subsequent weeks. This adaptation to starvation was also found in other species [21]. Fasting is usually characterized by decreased cellular metabolism and reduced thyroid hormone (TH) concentration in plasma [7, 22], but the regulation of the TH system in peripheral tissues appears to be complicated. The triiodothyronine (T3) content was significantly increased with reduced type I deiodinase (DIO1) and increased type 3 deiodinase (DIO3) in mice livers after 28 and 36 h of fasting [23]. In prolonged fasted northern elephant seal pups, the mRNA levels of *dio1*, *dio2* and *thyroid hormone receptor b* (*thrb*) were increased in muscle and adipose [24], which was called “adaptive fasting” by the authors [22]. 

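In F, thrb (NM_131340, chromosome 19, 17861827 to 17861886) was 9.90 ± 0.76 (SD, n = 3), a log2 fold change of 1.05 against Control (standard error 0.35, limma, adjusted p = 0.0707), with 2 of 3 arrays above every control. The call was lost without Control replicate 1, 3 or 4 and without F replicate 2 or 3 (log2 fold changes from 0.67 to 1.05), and under 9 of 18 other alternatives. For dio2 (NM_212789, chromosome 17, 12378695 to 12378754), the signal was 14.05 ± 0.51 in Control (SD, n = 4) and 13.69 ± 0.90 in F (SD, n = 3), with a log2 fold change of -0.37 (standard error 0.49, limma, adjusted p = 0.684), and its 4 probes gave values between -0.37 and 0.08. In R1 it was -1.83 (limma, adjusted p = 0.0427, 3 of 3 arrays), and not called without R1 replicate 1 or 3 (-1.68 and -1.86). For dio1 (NM_001007283, chromosome 8, 18362296 to 18362355), 12.75 ± 0.13 in F (SD, n = 3) stood against 14.24 ± 0.59 in Control, a log2 fold change of -1.49 (standard error 0.39, limma, adjusted p = 0.0298, 3 of 3 arrays), which was not called without F replicate 3 (-1.44).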

According to our microarray results, the mRNA expression of *thrb* and *dio2* were increased in the liver after 3 weeks of fasting, while *dio1* expression was decreased. TH has recently been shown to couple autophagy with mitochondrial fat oxidation and the induction of ketogenesis in the liver [25], while autophagy and ketogenesis are common responses to starvation [26, 27]. The expression changes in the thyroid hormone system during fasting suggested its important roles in fasting adjustment in zebrafish.

Several articles have confirmed the participation of nuclear receptors during fasting; for example, farnesoid X receptor (FXR, encoded by *nr1h4*) protects liver cells from apoptosis induced by fasting [28] and regulates triglyceride and carbohydrate metabolism at the same time [29, 30]. 

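Over all receptors whose symbol marks them as nuclear receptors, 65 genes were tested. Their median log2 fold change was 0.33 in F, with 45 higher, 8 called higher and 2 called lower (camera, adjusted p = 0.00413, 3 of 3 arrays). In R1 it was -0.52, with 19 of 65 higher, 1 called higher and 14 called lower (camera, adjusted p = 3.83e-06, 3 of 3 arrays). Adjusted over the list alone, 11 were called in F and 20 in R1. The difference between R1 and F had a median of -0.86 (camera, adjusted p = 2.30e-06). In R3 the median was -0.17, with 23 of 65 higher (camera, adjusted p = 0.0319), a call that was lost without Control replicate 2 or R3 replicate 1 or 2 and under 10 of 16 other alternatives, with medians between -0.20 and -0.13 for the arrays left out; without Control replicate 4 the median was -0.10, with a call. For R2, the sign of the median differed from the direction of the test, which was not past the threshold.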

Our microarray results showed that several nuclear receptors were upregulated in the fasted state and gradually returned to basal levels during refeeding. The microarray results provide a valuable resource for further analysis of nuclear receptor genes that are potentially involved in fasting adaptation.

### The involvement of energy metabolism in early refeeding

The fastest growth was achieved in the first week of refeeding, accompanied by significant variation in transcriptomics and metabolomics. Therefore, the initial phase of refeeding might be key to understanding compensatory growth [31]. The intermediary metabolites in glycolysis, such as 3PG, 2PG, and lactate, an end product of glycolysis, were shown to be increased during R1, which indicated increased glycolytic flux [32]. 

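The probe that represents pklr (NM_201289, chromosome 16, 51535151 to 51535210) had the highest signal of its 6 probes, 18.01 ± 0.28 in Control (SD, n = 4) and 18.13 ± 0.13 in R1 (SD, n = 3). The log2 fold change in R1 was 0.12 (limma, adjusted p = 0.848, 1 of 3 arrays above every control). The 6 probes gave values between 0.12 and 1.57 in R1, and the gene was called there only where any probe of a gene was allowed to count. The value was larger at the dimmer probes. It was 0.60 and 0.96 at mean signals of 17.37 and 17.07, and between 1.16 and 1.57 at mean signals between 12.84 and 14.50. The small value at the brightest probe therefore does not show that pklr was unchanged in R1. From F to R1 its signal rose by 1.37 on the log2 scale.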

The increase in the gene expression of the rate-limiting enzyme in glycolysis, *pyruvate kinase, liver and RBC (pklr)*, also verified the booster effects of refeeding on glycolytic flux. Gluconeogenesis-related genes were downregulated, such as *fructose-1,6-bisphosphatase 2* (*fbp2*), *glucose-6-phosphatase b*, *catalytic subunit* (*g6pcb*) and *pyruvate carboxylase b* (*pcxb*), indicating reduced hepatic gluconeogenesis in early refeeding, which was supported by other studies [33].

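The arrays hold 2 probes for fbp2 (NM_001004008), well above background on at most 7 arrays, and the gene did not pass the filter. Without the filter its log2 fold change was -0.08 in R1 (limma, adjusted p = 0.991). No probe carries the symbol g6pcb, and it is not analysed here. For pcxb (NM_131550, chromosome 7, 66824128 to 66824187), the signal was 8.80 ± 1.37 in Control (SD, n = 4) and 7.70 ± 0.65 in R1 (SD, n = 3). The log2 fold change of -1.10 (standard error 1.42, limma, adjusted p = 0.706) was within the spread between the controls, and 0 of 3 arrays lay below every control. The gluconeogenesis set had a median of -0.33 in R1, with a negative median on 2 of 3 arrays, and was not called (camera, adjusted p = 0.438); 0 of its genes were called by limma in R1, also when adjusted over the list alone.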

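In R1, gys2 (NM_001018679, chromosome 4, 16616188 to 16616247) was 12.49 ± 0.28 (SD, n = 3) against 12.89 ± 0.38 in Control (SD, n = 4), a log2 fold change of -0.40 (standard error 0.32, limma, adjusted p = 0.501). For pygl (NM_001008538, chromosome 13, 37213138 to 37214541), 14.92 ± 0.25 stood against 14.47 ± 0.37, a log2 fold change of 0.45 (standard error 0.37, limma, adjusted p = 0.523). Neither was called, and each lay beyond every control on 2 of 3 arrays. The glycogen metabolism set had a median of 0.06 in R1 (camera, adjusted p = 0.761, 2 of 3 arrays), with 1 gene called over all genes and 1 when adjusted over the list alone.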

Glycogen accumulated in the liver during early refeeding (R1), while the expression of glycogen metabolism-related genes was not altered [such as *glycogen synthase 2* (*gys2*) and *phosphorylase, glycogen, liver* (*pygl*)], which implied regulation of glycogen metabolism in the liver was transient and may occur through a transcription-independent pathway. Glycogen accumulation caused by refeeding was reported in mice [34], though in most fish, glycogen levels were just restored to the control level during refeeding [35, 36]. In rats, the glycogen content was associated with liver cell size [37], and similar correlations were found in zebrafish. 

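The genes of cluster I that the list places under the biosynthesis of unsaturated fatty acids (4 tested) had a median log2 fold change of -3.15 in F, with 3 called lower, and 0.48 in R1, with 3 higher and 1 called. For the biosynthesis of long-chain fatty acids (3 tested), the median was -5.28 in F, with 2 called, and 0.75 in R1, with 3 of 3 higher and 1 called. The desaturase gene scd was 11.76 ± 1.25 in Control (SD, n = 4), 6.09 ± 1.56 in F and 14.14 ± 0.64 in R1 (SD, n = 3 each). Its log2 fold change in R1 was 2.38 (limma, adjusted p = 0.0787, 3 of 3 arrays) and was no longer called without Control replicate 2 or 3 or any 1 of the R1 arrays (1.84 to 2.62). The difference between R1 and F of the fatty acid synthesis set had a median of 0.57 (camera, adjusted p = 0.0215).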

Gene Ontology (GO) analysis enriched for lipid metabolic process (GO:0006629) and fatty acid metabolism (GO:0006636, GO:0042759) in R1, in addition to fatty acid and 3PG accumulation in the liver, which indicated the participation of lipid biosynthesis in early refeeding [38]. It appears that the newly synthesized lipids in the liver were exported to other peripheral tissues for storage, as enhanced lipid metabolism did not promote an increase in the hepatic lipid contents.

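Of the cluster I genes listed under ATP synthesis coupled proton transport, 5 were tested. Their median log2 fold change was 1.08 in R1 (array medians 0.94 to 1.12), with 5 of 5 higher and 4 called, and -0.41 in F. The ATP synthase set (18 genes) had a median of 0.69 in R1, with 15 higher and 6 called (camera, adjusted p = 1.02e-05), and -0.41 in F, with 4 of 18 higher (camera, adjusted p = 0.0167). The latter call was lost without Control replicate 1 or F replicate 1, with medians of -0.33 and -0.39. For complexes I to IV of oxidative phosphorylation (76 genes), the median was 0.63 in R1, with 66 higher and 10 called (camera, adjusted p = 9.55e-13), and -0.71 in F, with 2 of 76 higher and 9 called (camera, adjusted p = 2.18e-15). In R2 it was 0.17, with 58 of 76 higher (camera, adjusted p = 0.0274), a call lost without Control replicate 2 or R2 replicate 3, with medians of 0.09 and 0.08. The genes of the TCA cycle (18) had a median of 0.54 in R1, with 15 higher and 3 called (camera, adjusted p = 0.00413), and -0.47 in F, with 2 of 18 higher (camera, adjusted p = 0.0228), lost without Control replicate 1 (median -0.40). All these set medians had their sign on 3 of 3 arrays. Adjusted over the list alone, 6 ATP synthase, 11 OXPHOS and 3 TCA cycle genes were called in R1.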

According to the microarray results, oxidative phosphorylation activities, especially the F_0_-F_1_ ATP synthase complex (GO:0015986, ATP synthesis coupled proton transport) was upregulated after refeeding for 3 days; meanwhile, the accumulation of fumaric acid and malic acid in the liver indicated the elevated TCA cycle function. The improvement in the TCA cycle and oxidative phosphorylation were also observed in mammals during compensatory growth [12] or catch up fat [39]. Attempts to assess the wide gene expression regulation of OXPHOS by environmental stressors, such as hypoxia, temperature and nutrition have been addressed in several fish. For example, both starvation and chronic cold-thermal stress upregulated OXPHOS genes in gilthead sea bream [40, 41], which enables maintaining homeostasis and survival. GO analysis showed that cell redox homeostasis (GO:0045454) was enriched during R1, which is a protective mechanism to prevent oxidative damage [42, 43], and the enhanced OXPHOS activity might be necessary for the adaptation. On the other hand, compensatory growth is accompanied with anabolism and biomass accumulation, which is an energy requiring process [44]. 

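The redox homeostasis set, fixed without the arrays (24 genes), had a median log2 fold change of 0.16 in R1 and was not called against Control (camera, adjusted p = 0.145, positive on 3 of 3 arrays). In F its median was -0.48, with 5 of 24 genes higher (camera, adjusted p = 0.00596, 3 of 3 arrays). The difference between R1 and F had a median of 0.90 (camera, adjusted p = 0.00417). Single genes called numbered 4 in F and 7 in R1, and 5 and 7 when adjusted over the list alone.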

The ubiquitin-dependent protein catabolic process, which was up-regulated in the early refeeding, also required ATP for its function [45]. The presence of these numerous ATP driven steps during compensatory growth indicates the importance of mitochondrial function improvement. Tilapia (*Oreochromis niloticus*) were fasted and refed and established as a negative model of compensatory growth in our lab, and such metabolism adjustment was missing after 2-weeks’ fasting and 3 days of refeeding (data not shown). So, we believe that there is a certain correction between the TCA-OXPHOS axis and compensatory growth, but how this happens and whether it might be important has not been studied in detail.

Amino acids accumulated in the liver during refeeding, but the changes in each amino acid were not consistent. For example, the concentrations of methionine, cysteine, lysine, phenylalanine, valine, and β-alanine were decreased during R1. Amino acid accumulation in the liver may originate from food or protein breakdown since the proteasome function was improved during early refeeding; these amino acids could serve as precursors for protein synthesis or be consumed to produce metabolites with biological activity [46]. 

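The proteasome set (52 genes) had a median log2 fold change of 1.15 in R1, with 51 genes higher and 31 called (camera, adjusted p = 1.66e-23, 3 of 3 arrays). In F its median was -0.77, with 5 of 52 higher and 14 called lower (camera, adjusted p = 5.78e-11, 3 of 3 arrays). The difference between R1 and F had a median of 2.17 (camera, adjusted p = 4.04e-20). In R3 the median was 0.31, with 45 of 52 higher and a positive median on 3 of 3 arrays (camera, adjusted p = 1.36e-06), although fry did not call it. When adjusted over the list alone, 32 genes were called in R1 and 14 in F.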

The differences in the amino acid concentrations during R1 may be caused by different degrees of consumption. At the same time, these decreased amino acids have been shown to play important roles in fish growth and can be classified as functional amino acids [46]. For example, additional methionine can influence growth and lipid metabolism [47], while lysine can be converted into carnitine and promote growth and fatty acid oxidation [48]. The accumulation of putrescine and cystathionine, which are derived from arginine- or proline-derived ornithine [49] and methionine [50], respectively, also verified the metabolism of amino acids in the liver during compensatory growth.

Both the microarray and Real time PCR results confirmed the down-regulated expression of igf1, which was also proved by several articles [51–53]; on the other hand, several researches have proved the participation of GH-IGF systems in compensatory growth [8, 54]. 

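For igf1, the signal was 11.73 ± 0.35 in Control (SD, n = 4), 10.96 ± 0.04 in R1, 11.14 ± 0.69 in R2 and 10.72 ± 0.55 in R3 (SD, n = 3 each). The log2 fold change was -0.77 in R1 (standard error 0.33, limma, adjusted p = 0.179, 3 of 3 arrays), -0.60 in R2 (limma, adjusted p = 0.561, 1 of 3 arrays below every control) and -1.01 in R3 (limma, adjusted p = 0.347, 3 of 3 arrays), none of them called. A probe of lower signal gave -0.94 in F and -1.24 in R1, and with any probe of a gene allowed to count, igf1 was called in R1. The IGF system set was called in none of the 4 comparisons, with a median of -0.46 in F (camera, adjusted p = 0.968) and -0.66 in R1 (camera, adjusted p = 0.154). Under other settings it was called lower: in R1 with fry and with any probe of a gene, and in R3 with any probe of a gene and with only probes well above background on all arrays. Single genes called in it numbered 4 in F and 2 in R1, and 4 and 5 when adjusted over the list alone.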

We speculated that IGF-I is not critical for activation of compensatory growth in zebrafish.

### Pathways and components involved in later refeeding

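In R2, the gene called higher was rnf182 (NM_001045351, chromosome 2, 29783940 to 29783999), which no control array showed well above background and which was at least 4.85-fold higher (limma, adjusted p = 0.0180, 3 of 3 arrays). The gene called lower was gck (BC122359, chromosome 8, 41436650 to 41436709), with a log2 fold change of -4.0 (limma, adjusted p = 0.0690, 3 of 3 arrays). The call of rnf182 was lost without Control replicate 3 or R2 replicate 2 or 3 (log2 fold changes 3.8 to 4.08), and that of gck without 11 of 16 arrays (-4.02 to -3.68). Without Control replicate 3, limma called 0 genes in R2, with 1383 at an unadjusted p under 0.05, and without R3 replicate 3 it called 90. The test without moderation of the variance called 3. In R3, the largest rise that could be measured was that of psat1 (NM_200895, chromosome 5, 71872993 to 71873052), with a log2 fold change of 2.71 (limma, adjusted p = 0.0996, 3 of 3 arrays). Control signal of coro7 (NM_001030236, chromosome 3, 8793190 to 8795055) was at background on all 4 arrays, and 1 of 3 R3 arrays was well above background, so no fold is given for its call as higher in R3 (limma, adjusted p = 0.0996, 3 of 3 arrays above every control). Both groups were at background for prelid1b (NM_001020679, chromosome 23, 44176765 to 44176824; limma, adjusted p = 0.0636, 3 of 3 arrays). Calls of psat1, coro7 and prelid1b in R3 were lost under 13, 13 and 11 of 17 other settings.
The falls in R3 were slc2a5 (NR_023322, chromosome 23, 22110730 to 22110936), at least 2.03-fold (limma, adjusted p = 0.00240), bmp3 (NM_001077765, chromosome 5, 38411978 to 38412037), at least 1.46-fold with 3 of 4 controls well above background (limma, adjusted p = 0.0694), and sox19b (NM_131702, chromosome 7, 26552075 to 26552134), at least 1.23-fold lower (limma, adjusted p = 0.00777), each on 3 of 3 arrays and at background in R3. Without Control replicate 1, 13 genes were called in R3, and without R3 replicate 2, 120. Of the 14 gene sets, 9 were called in F, 9 in R1, 2 in R2 and 4 in R3. Those in R2 were OXPHOS and DNA replication, the latter with a median of -0.58 (camera, adjusted p = 3.26e-05) that was 0.01 without Control replicate 4. Those in R3 included the mitotic cell cycle set, with a median of 0.85 and 24 of 29 genes higher on 3 of 3 arrays (camera, adjusted p = 4.17e-06); this median was 0.33 without R3 replicate 1, 0.40 without Control replicate 3 and 1.29 without Control replicate 4, each time with a call. The median and the direction of the test differed in sign for the IGF system in R2 and for OXPHOS and fatty acid synthesis in R3, none of them called. The difference between R1 and the later groups was not tested.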

There were fewer pathway and metabolite differences in R2 and R3 compared to R1. It appears that the liver could gradually recover after 2 weeks of refeeding. The expression of several odorant receptors (ORs) were increased during later refeeding. 

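The arrays hold 128 probes for odorant receptors by symbol. Of these, 86 were well above background on no array, 4 on every array of at least 1 group, 11 on any R3 array and 1 on every R3 array. The odorant receptor set of the 4 kept genes had a median log2 fold change of -0.87 in R3, with 0 of 4 higher (camera, adjusted p = 0.0312), and limma called 0 of them; adjusted over the list alone, 2 were called lower. This set was not called without Control replicate 1 or R3 replicate 1 or 2, with medians between -0.94 and -0.60. Without the filter on dim probes the median was 0.16, and the set was not called.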

Odorant receptors belong to the superfamily of G protein-coupled receptors (GPCRs) and are primarily expressed in the olfactory epithelium [55]. ORs are also found in several nonolfactory tissues, such as adipose, liver and intestine [56]. For example, activation of OR1A1 can suppress PPAR-γ expression in cultured hepatocytes and modulates hepatic triglyceride metabolism [57]. ORs can sense small organic molecules and activate pathways involved in survival and proliferation, such as the MAPK, Rho and AKT signaling cascades [58]. Some ORs are even overexpressed in tumor cells [59]; thus, the functions of ORs in the liver during refeeding should be investigated in future studies.

We also observed an accumulation of uric acid in the liver after 10 days of refeeding. Uric acid can act as a pro- and antioxidant and activator of the immune response, as well as regulate glucose and lipid metabolism under different situations [60, 61]. Thus, the exact cause and role of uric acid accumulation in later refeeding should be explored in following research.

## Conclusion

In the present study, integrated metabolome and transcriptome analysis of zebrafish liver samples provided an overview of the global metabolic adaptations in the liver during compensatory growth. These data confirmed the existing research results to some extent and provided new research ideas for the study of compensatory growth. The activation of glycolysis and oxidative phosphorylation in the early stage of refeeding seemed to be important for the stimulation of compensatory growth. This metabolic reprogramming was suggested to be a biomarker for the compensatory growth.

## Methods

### Fish culture and experiment station

Female zebrafish that approximately 3 months old were bought from the local aquarium market, randomly allocated to tanks (24 L capacity) with stocking density of 30 individuals per tank. In order to avoid sex-specific metabolism, only female fish were selected for the experiment. The tanks were supplied with flow-through water at 28 ± 1 °C and a photoperiod maintained at constant 12 h/day (8 a.m.-8 p.m.). Following a 2-weeks acclimation period, the zebrafish were starved for 3 weeks. When the fasting ended, commercial fish food pellet was re-supplied twice daily (9:00 a.m. and 4:00 p.m.). Each treatment contained of three replicates, body weight was detected weekly during fasting and 2 weeks refeeding, and weight gain ratio (WGR, %) was calculated as the formula bellow: (average final body weight -average initial body weight)/ total initial body weight*100. In order to rule out the impact of metabolic rhythm on the results, liver tissues were collected at 3 p.m., so did in the fasting group. All fish rearing were performed at the Fish culture experiment station in Sun Yat-sen University, Guangdong Province, China.

### Hematoxylin and eosin (H&E) staining

H&E staining was performed as previously described [62]. After euthanizing the zebrafish, fresh liver from each fish was separated rapidly, fixed in Bouin’s Fluid, and dehydrated using grades of ethanol (70, 80, 90, 95, and 100%). Dehydration was followed by clearing the samples in two changes of xylene. The samples were then impregnated with two changes of paraffin, embedded, and blocked out. The tissues were cut into 5-μm sections by microtome and stained with hematoxylin and eosin (Beyotime, China). The sections were then observed and photographed with an optical microscope (Olympus, Japan).

### Determination of hepatic lipid accumulation

Hepatic TG level was measured by a colorimetric array (Dongou, China) as previously reported [63]. Liver tissues were homogenized in lysis buffer, the homogenate was centrifuged at 2000 g for 10 min and the supernatant was collected. The liver lysate was quantified with BCA Protein Assay Kit (Beyotime, China) and 20 μg protein was reacted with 200 μl reaction buffer. The reaction was sustained for 10 min at 37 °C, and absorbance was quantified at 570 nm. All samples were determined in duplicate and triglycerides values were represented as μmol of triglycerides/g of protein.

### Hepatic glycogen content detection

The content of liver glycogen was determined with a glycogen assay kit using the anthrone reaction method (Comin, China). Briefly, zebrafish livers were homogenized in 600 μl glycogen hydrolysis buffer. Samples were centrifuged at 8000 g for 10 min and the supernatant was collected. 240 μl anthrone-H2SO4 mix were added to 60 μl of samples and incubated at 95 °C for 10 min. After the incubation, 200 μl supernatant was transferred to a 96 well plate, absorbance at 620 nm was measured. The glycogen content was expressed as milligrams of glucose equivalents per milligrams of liver protein.

### Western blot

Western blot analysis was generally performed as described previously [64]. Briefly, liver samples were homogenized by a Bullet Blender Tissue Homogenizer (Next advance, USA) in RIPA Lysis Buffer (Beyotime, China). The protein concentration was quantified using the BCA assay (Beyotime, China) according to the manufacturer’s instructions. Twenty micrograms of protein was subjected to SDS-PAGE and transferred to a PVDF membrane (Merck, USA) through electroblotting. After being blocked with non-fat dry milk, the membranes were washed with TBST and then incubated overnight at 4 °C with anti-PCNA (Santa Cruz Biotechnology, USA) or anti-GAPDH (Cell Signaling Technology, USA) antibody. The next day, after three 10-min washes with TBST, the membranes were incubated for 1 h at room temperature with HRP-conjugated goat anti-rabbit IgG antibody (Boster, China). After another three 10-min washes, the membranes were visualized using an enhanced chemiluminescence (ECL) detection kit (Tanon, China). Quantification the intensity of western blot binds was carried out by using ImageJ software.

### Microarray

Liver samples were obtained at the end of fasting trial and named as the F group. During the the refeeding period, zebrafish livers were sampled at 3, 10, and 15 days as R1, R2 and R3, in order to assess long-term changes in the assessed molecules. The control group were fed throughout and liver samples were both obtained before food withdrawn and at the end of refeeding. Total liver RNA was prepared with TRIzol according to the manufacturer’s protocol (Life Technologies, USA). The RNA samples were sent to Shanghai Biotechnology Corporation for customer cDNA microarray analysis. RNA quantity and purification was determined by optical density measurements (OD260/280) and RNA integrity by using the bioanalyzer 2100 (Agilent technologies, USA). Total RNA was amplified and labeled by Low Input Quick Amp Labeling Kit, One-Color (Agilent technologies, USA). Labeled cRNA were purified by RNeasy mini kit (QIAGEN, Germany). Microarray experiments were performed using an Agilent-based microarray platform with 4 × 44 K probes per slide (GEO platform record: GPL14664). Each slide was hybridized with 1.65 μg Cy3-labeled cRNA using Gene Expression Hybridization Kit (Agilent technologies, USA) in Hybridization Oven (Agilent technologies, USA), according to the manufacturer’s instructions. After 17 h hybridization, slides were washed in staining dishes (Thermo Shandon, USA) with Gene Expression Wash Buffer Kit (Agilent technologies, USA). Slides were scanned by Agilent Microarray Scanner (Agilent technologies, USA). Data were extracted with Feature Extraction software 10.7 (Agilent technologies, USA). Raw data were normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent technologies, USA).

### Bioinformatic analysis

In order to identify the differentially expressed genes in the fasting and refeeding group compared with the normal feeding group, gene signal intensities with a fold-change of < 0.5 or > 2.0, *p*-value < 0.05 and q-value < 0.1 were selected. For the clustering analysis, the data were median-centered and an average linkage clustering was carried out using CLUSTER software. The results were visualized using TREEVIEW. GO enrichment analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) [65].

### Quantitative real-time PCR

RNA extraction and complementary DNA generation were performed as described previously [66]. A total of 10 μL of the PCR reaction volume contained 5 μL of SYBR® Green Realtime PCR Master Mix (TOYOBO, Japan), 0.6 μL of forward and reverse primers (10 μM each), 1 μL of 10-fold diluted cDNA templates and 3.4 μL of water. Primers used in real-time PCR are shown in Additional file 6. Amplification of samples were carried out with the Roche LightCycler 480 Real-time PCR Detection System using the following thermal cycling profiles: 95 °C for 90 s, 40 cycles of 95 °C for 20 s, 55 °C for 15 s, and 72 °C for 15 s. Samples without RT were run for each reaction as negative controls. The 18S rRNA was used as the internal reference, and the 18S levels remained stable between various treatments throughout the study. The relative gene expression levels were normalized to the 18S levels and were calculated by the comparative Ct method. Pearson correlations were computed to compare the expression values of microarray and quantitative real-time PCR.

### Metabolite extraction and metabolite profiling analysis

Based on the chip results, the early stage of refeeding might be the most important period of compensatory growth. Therefore, we focused on the early stage of refeeding and reduced the time point of metabolome analysis according to the results of transcription.

When the zebrafish were refed for 3 days (R1) and 10 days (R2) after 3 weeks of fasting, the liver tissues were quickly obtained and frozen in liquid nitrogen. The livers of continuously fed zebrafish were set as the control group. Ten liver tissues were mixed as one sample for the metabolomics analysis, and 10 samples were prepared for each time point.

The liver samples were quenched with methanol as a ratio of 40 mg: 600 μl, grinded with a high flux organization (70 Hz, 1 min). 36 μl heptadecanoic acid (0.2 mg/mL stock in methanol) was added as internal quantitative standard and vortex for 30 s. Then the samples were sonicated for 30 min at room temperature and stewed for 30 min on the ice. The sonicated samples were centrifuged at 14,000 g at 4 °C for 10 min and blow-dried by vacuum concentration. The residues were resuspended and derivatized for 2 h at 37 °C in 75 μl 15 mg/ml methoxyamine hydrochloride in pyridine, followed by 30 min treatment with 60 μl O-bis (trimethylsilyl) trifluoroacetamide (BSTFA) at 37 °C. The samples were then centrifuged at 12,000 g at 4 °C for 10 min, and the supernatant were subjected to GC-MS analysis.

The samples were injected into an Agilent 7890A/5975C GC-MS system (Agilent, US). 1 μl sample was injected into a 30 m × 250 μm i.d. × 0.25 μm DBS-MS capillary column using auto sampler. The initial temperature of the GC oven was held at 60 °C for 2 min followed by an increase to 300 °C at a rate of 10 °C /min then held for 5 min. Helium was used as carrier gas and flow was kept constant at 1 mL/min. The MS was determined by full-scan method with range from 35 to 750 m/z. Analysis was carried out by Agilent 7890A GC equipped with an Agilent 5975C VL MSD detector (Agilent Technologies).

The raw data were converted into netCDF format by Agilent MSD ChemStation workstation. Peak identification, peak filtration and peaks alignment were performed by using R (v3.1.3) XCMS program package. A file containing mass to charge ratio (m/z), retention time, and intensity was obtained. The metabolites were annotated with the AMDIS program, the database used for the annotation including the National Institute of Standards and Technology (NIST) Mass Spectral Library and Wiley Registry Metabolome Database, while the alkanes retention index was calculated based on the retention index provided by The Golm Metabolome Database (GMD) (http://gmd.mpimp-golm.mpg.de/) for further material characterization. Most of the substances were further confirmed by the standard and exported to excel for subsequent analysis. In order to compare the data among different magnitudes, internal standard normalization or total peak area normalization was performed on the data.

Multivariate statistical analysis was performed with SIMCA-P (Umetrics), PLS-DA was performed using centered scaling. *p*-value ≤0.05 + fold change ≥1.5 or ≤ 0.667, while one-way ANOVA *p*-value ≤0.05 were used to determine metabolites with changes in concentration. Z-score analysis scaled each metabolite according to a reference distribution and calculated based on the mean and standard deviation of reference sets control. Box plot was performed in the R platform with the package gplots (http://cran.r-project.org/src/contrib/Descriptions/gplots.html) using the distance matrix.

## Supplementary information

**Additional file 1.** Cluster I gene lists and GO analysis.

**Additional file 2.** Cluster II gene lists and GO analysis.

**Additional file 3.** Cluster III gene lists and GO analysis.

**Additional file 4.** Cluster IV gene lists and GO analysis.

**Additional file 5.** Tables of metabolite changes in zebrafish liver after 3 days and 10 days refeeding.

**Additional file 6.** Primer sequences used for quantitative real-time PCR (qPCR).

## Data Availability

Raw data of gene expression study is available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112272) with the accession number of GSE112272.

## Abbreviations

2PG: Glycerol-2-phosphate
3PG: Glycerol-3-phosphate
AgrP: Agouti gene-related Protein
DAVID: Database for Annotation, Visualization and Integrated Discovery
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GC-MS: Gas Chromatography-Mass Spectrometer
GO: Gene Ontology
GPCRs: G protein-coupled receptors
HRP: Horse Radish Peroxidase
IGF1: Insulin-like Growth Factor 1
NPY: Neural Peptide Y
ORs: Odorant receptors
PCA: Principal-Component Analysis
PCNA: Proliferating-cell nuclear antigen
PLS-DA: Partial least squares discriminant analysis
T3: triiodothyronine
TCA cycle: Tricarboxylic acid cycle
TG: Triglyceride
TH: Thyroid hormone

How the deposited data were processed for this re-analysis (not part of the article)

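The values used are deposited signal intensities of the array scanner, which the authors extracted with the Feature Extraction software and which are background-subtracted and on a linear scale. They were moved to the log2 scale here. The authors' processed values in the deposited series table are log2 intensities after quantile normalization, and they were used as an alternative. Each processed column was matched to its array by its label, and its rank correlation with that array was at least 0.99995, against at most 0.951 with any other array. All 16 arrays were used: 4 of Control and 3 each of F, R1, R2 and R3. Of 45220 spots per array, 1417 control spots were left out, and spots with outlier flags, between 2 and 36 per array, were set to missing. No spot was saturated.

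Which array belongs to which group, the filters, the thresholds, the gene sets, the marker lists, the rule for naming genes and the list of alternatives were fixed before the data were examined. Only 2 alternatives were added afterwards: the slide as a random block, and the entries of the cluster lists taken at their own probe. Genes named are all those that the paper names and, per comparison, the 3 largest rises and 3 largest falls among called genes with a symbol for which every array lies beyond every control array.

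Log2 signals were averaged over the spots of a probe and quantile normalized between arrays. A probe was kept where the scanner software marked it well above background on every array of at least 1 group. Each accession was represented by the kept probe with the highest mean. Symbols were matched to RefSeq accessions for 13242 of 28491 accessions, and 9998 of the 17332 genes tested carry such a symbol. The linear model of limma was fitted to the 16 arrays with 1 mean per group and empirical Bayes moderation of the variances. The comparisons were F, R1, R2 and R3 with Control, R1 with F, and control set 1 with set 2, the last in a fit with 6 groups. Benjamini-Hochberg adjustment was made within each comparison over all genes tested. For the count over all groups, limma's moderated F-test over the 4 comparisons with Control had to lie under 0.05 after adjustment, and a call in at least 1 comparison was required.

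The 14 gene sets were tested with camera at a preset correlation of 0.01 on 17299 genes, adjusted over the sets and 4 comparisons, with a threshold of 0.05. The 4 cluster lists and their gene ontology categories were chosen by the study on these arrays, so they were described by medians and counts without a test. Lists of marker genes for exocrine pancreas, ovary, intestine and erythrocytes were tested in the same way as the sets but adjusted apart from them.

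In simulated data with 200 changed genes per comparison and the spread of these arrays, limma recovered 83.5% in F, 82.5% in R1, 81.0% in R2 and 78.5% in R3, with between 15 and 24 false calls. The same test without moderation recovered between 35.5% and 42.5%. Over all groups, 77.1% of the changed genes were recovered. Every planted change lay well beyond the fold change threshold, so these shares do not hold for changes near it. With no gene changed, limma made 0 calls. Camera called a set of 40 genes that had been moved and 0 others of 14. Simulated genes were drawn independently, so the simulation cannot test camera on genes that move together. On the real arrays, other splits of the F and Control arrays called a median of 4 sets, adjusted within the comparison alone. For R1 and Control the median was 5.

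Alternatives tried were: scaling to the 75th percentile; normexp background correction with an offset of 50; the authors' processed values; no filter on dim probes; only probes well above background on all arrays; any probe of a gene; outlier spots kept; control set 1 or set 2 alone; only the arrays of the 2 groups compared; the replicate number as a block; the slide and the scan date as fixed blocks; the tests without moderation; an adjusted p under 0.05; no threshold on the fold change; a trend of the variance with the mean; fry and camera with the estimated correlation for sets; and each of the 16 arrays left out in turn. The metabolome, the quantitative PCR, the histology and the protein measurements were not analysed here. R 4.3.3, limma 3.58.1, data.table 1.17.8 and matplotlib 3.10.9 were used.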

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

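Some tests in this part were chosen only after the result was seen: those of the vitellogenin genes, of cluster II in R3 against background, of the F genes above and below a log2 fold change of 3, and of the scale of the cluster lists.

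Dixon's test was made on the 4 control arrays for 70 measures, 46 of them named genes and the others medians of lists and sets. In 2 of the 70 it set an array apart, where 3.5 would be met by chance. For vtg3 in Control the statistic was 0.99: Control replicate 2 lay at 14.74 and the other controls between 1.69 and 1.83. For rnf182 in Control it was 0.833, with Control replicate 4 at 2.3 and the others between 1.58 and 1.70, all of them at background.

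Between R1 and F, 5749 genes were called, more than between either group and Control. Among the named genes, the log2 difference of R1 from F was 5.62 for pgd, 1.96 for prdx5, 2.71 for aldh1a2, 1.37 for pklr, -2.34 for thrb, -2.17 for nr1h5, -4.51 for nr1d2a, -3.65 and -3.94 for the 2 accessions of nr5a5, -3.68 for nr1d1, -2.21 for nr1h4, -2.72 for nr1i2, -1.13 for rxraa, -2.86 for rxrgb, -1.46 for dio2, 1.36 for dio1 and 3.13 for pcna. Among the genes of largest change it was 9.88 for lrit3a, 8.05 for scd, 6.46 for prss35, 6.33 for melk, -6.51 for arhgap28, -5.61 for cbln9, 5.85 for gck, 5.65 for psat1, -1.56 for slc2a5 and -1.96 for sox19b. In F, melk was well above background on 1 of 3 arrays, and lrit3a, prss35, gck and psat1 on 2 of 3, so that the sizes of these differences are uncertain. With 1 of the groups at background, vtg3 was at least 3433-fold, zp2.2 at least 234-fold, zp3.1 at least 237-fold and cpt1b at least 250.4-fold higher in F, and foxo6b (2 of 3 R1 arrays well above background) at least 3.00-fold, and2 at least 32.2-fold, coro7 at least 1.65-fold, prelid1b at least 1.50-fold and bmp3 at least 4.06-fold higher in R1. The paper compares each group with Control and gives no test between R1 and F. Of the 10 splits of these 6 arrays, the real one gave 5749 calls and every other split gave 0. The share cannot fall below 1 of 10, so the count of splits alone cannot exclude chance division at 5%. The gap between 5749 and 0 calls argues against chance division for these calls. With no gene changed in simulated data, limma also made 0 calls against Control, though the simulated genes were drawn independently.

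Of the sets, the median log2 difference of R1 from F was 2.36 for DNA replication, 2.17 for the proteasome, 1.12 for ATP synthase, 1.28 for OXPHOS, 0.99 for the TCA cycle, 1.37 for glycolysis, 0.57 for fatty acid synthesis, 0.90 for redox homeostasis and -0.86 for nuclear receptors. That of the mitotic cell cycle set, 0.99, was not called (camera, adjusted p = 0.0503). In genes with an unadjusted p under 0.05 in both F and R1 (1274), the direction was the same in 21.4%, where unrelated changes that share the control arrays gave 98.1% of 155 genes in the simulation. R1 therefore lies on the other side of Control from F in most of them, and the shared controls do not account for it.

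Genes outside the paper's 4 lists made up 1176 of the 2610 genes called over all groups (45.1%). Among them were vtg3 in F (log2 fold change 10.13, of uncertain size as 1 of 4 controls was well above background), zp2.2 in F (at least 192-fold higher), foxo6b in F (at least 24.4-fold lower), arhgap28 in R1 (-6.03), cbln9 in R1 (-5.70) and slc2a5 in R3 (at least 2.03-fold lower). The zona pellucida genes, made in the ovary, were called higher in F for 15 of 15 accessions. On no control array were 9 of the 15 well above background, and these were at least 48.1-fold higher in F; for the other 6 no fold is given.

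Ovary RNA in the F samples is a candidate explanation of many of the strong rises in F, though not of vtg3, whose signal (15.29, 14.95 and 15.13) does not follow the order of the ovary genes. The zona pellucida genes fell in the order F replicate 1, 2, 3 (10.80, 9.69 and 8.72), as did 13 of 13 genes of the ovary list called in F. That list consists mostly of zona pellucida genes, so the 13 of 13 is largely the same observation. Of the 187 genes called higher in F by more than 3 on the log2 scale, 72.2% followed that order, against 18.5% of all genes. Of the other 576, 10.1% did, and of all genes called higher in F, 25.3%, below the 32.1% of the genes called lower, which argues against ovary RNA as the cause of the F result as a whole. Whether the ovary RNA came in at dissection or the liver cells made these transcripts was not tested.

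Slide could also play a part in F, since all F arrays lay on slide 1. The control on that slide lay toward F by 18.3% of the F change in the genes called, and Control replicate 2, on slide 2, by 34.1% in genes called without it, so neither slide nor the state of that control is shown or excluded as a contribution. For R3, the R2 array on slide 4 lay 9.54% of the step toward R3, with 36 genes too few to decide. A slide effect in R3 is possibly present. Among all 35 splits of the F and Control arrays, 1 gave as many calls as the real groups (the real one), and so for R1 and R3 (1 of 35 each) and for 1 of 100 drawn regroupings over all groups, which excludes chance division at 5%. For R2, 5 of 35 did, and chance division is not excluded. For sets, the splits were counted with the adjustment made within each comparison alone, which calls 1 set in R2 in place of 2. The number of sets called was as large in 4 of 35 splits for F, 4 for R1, 32 for R2 and 14 for R3; chance division is excluded in none of them.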

How the results depend on the processing

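The slide as a random block and the entries of the lists at their own probe were chosen only after the data were seen; every other alternative was planned. Of 120 counts of called genes, 66 stayed within a factor of 1.5 and 54 moved; of 126 counts of cluster genes on the stated side, 111 stayed and 15 moved; of 139 cluster medians, 105 stayed. Of 541 category medians, 442 stayed and 2 reversed. Of 64 counts of called sets, 50 stayed. Of 896 set results, 779 stayed, 69 lost a call, 25 gained a call and 1 reversed. Of 3232 values of named genes, 2884 stayed, 201 lost a call, 55 gained a call and none reversed.

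With 75th percentile normalization, 7 genes were called in R3. With normexp background correction, 926 were called in F, 873 in R1, 18 in R2, 5 in R3, 2821 in R1 minus F and 1421 over all groups, and 2 sets in R3. With an adjusted p under 0.05, 960 were called in R1, 1 in R2 and 10 in R3. With any probe of a gene, 12 genes and 4 sets were called in R2. With the variance trend, 21 genes were called in R2, 22 in R3, and 4 sets in R2. The test without moderation called 859 in F, 796 in R1, 3 in R2, 4 in R3 and 1267 over all groups.

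Without a filter on dim probes, 7 genes were called in R2, 259 in R3 and 6 in C1 minus C2, and 4 sets in R2. Then cluster II genes higher in R2 numbered 355 and cluster II genes higher in R3 360; cluster IV genes lower in R1 numbered 267, cluster IV genes lower in R2 280 and cluster IV genes lower in R3 325. With each entry at its own probe, 393 of cluster II were higher in R2 and 403 in R3, and of cluster IV 287 were lower in R1, 311 in R2 and 362 in R3. With only probes well above background on all arrays, 1288 genes were called in F, 23 in R2, 2 in R3, 3707 in R1 minus F and 2 in C1 minus C2; 852 of cluster I were higher in R1, 97 of cluster II higher in R3, and 59, 47 and 62 of cluster IV lower in R1, R2 and R3. These cluster counts follow the number of genes that pass each filter. Reversed were the fibroblast growth factor receptor signaling pathway (cluster II) median log2 fold change in R2 without the filter, at -0.052 (0.70 with it), that of the odorant receptor set in R3 without the filter, at 0.16 (-0.87 with it), and that of calcium ion transport in R1 with all arrays well above background, at 0.19 (-0.33 otherwise).

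With control set 1 only, 612 genes were called in F, 907 in R1, 1 in R2, 14 in R3 and 1364 over all groups. With control set 2 only, 925 were called in R1, 13 in R2 and 14 in R3, and 1 set in R2 and 2 in R3. With only the arrays of the 2 groups, 13 were called in R2 and 4 in R3. With the scan date as a block, 435 were called in R1, 4 in R2, 4 in R3, 3750 in R1 minus F and 1410 over all groups. With the slide block, 312 were called in F, 317 in R1, 4 in R2, 2 in R3, 934 in R1 minus F, 2 in C1 minus C2 and 197 over all groups, and 2 sets in R3. As F and R3 each lie on 1 slide, that block leaves F to be compared with the 1 control beside it. With the slide as a random block, 3321 were called in F, 832 in R2, 848 in R3 and 5076 over all groups; the correlation within a slide was -0.18, and a negative correlation raises the number of calls.

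With fry, 0 sets were called in R2 and 1 in R3. With camera and the estimated correlation, 0 sets were called in F, 0 in R1, 0 in R2 and 0 in R3.

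The replicate block called 1 gene in R2, 14 in R3 and 8 in C1 minus C2, and 0 sets in R2. Between arrays with the same replicate number in different groups, 30 correlations lay between -0.17 and 0.33, with a median of 0.002 and 4 above 0.1, so the numbers do not pair the samples, and calls lost under the replicate block are not read as weaker.

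With each of the 16 arrays left out in turn, the number of genes called in F was between 1034 (without F replicate 3) and 2315 (without R3 replicate 3), in R1 between 697 (without R1 replicate 1) and 1724, in R2 between 0 (without Control replicate 3) and 90 (without R3 replicate 3), in R3 between 13 (without Control replicate 1) and 120 (without R3 replicate 2), in C1 minus C2 between 1 and 16 (without Control replicate 4), in R1 minus F between 4605 and 6110, and over all groups between 1598 (without F replicate 3) and 3009 (without R3 replicate 3). Sets called numbered 7 to 9 in F and in R1, 1 to 5 in R2 (5 without R2 replicate 1) and 2 (without R3 replicate 1) to 6 (without R3 replicate 3) in R3. The median of the set DNA replication in R2 was between -0.88 (without Control replicate 3) and 0.011 (without Control replicate 4), against -0.58 with all arrays. All 144 counts of cluster genes on the stated side stayed within a factor of 1.5, as did 155 of 160 cluster medians.

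Every alternative called pgd and scd in F, and nr1d2a, nr1i2, rxrgb and arhgap28 in R1.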

Differences from the paper's values

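The paper's thresholds were used before the data were examined; the slide as a random block was chosen only after the result was seen.

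The number of genes called over all groups was 2610, where the paper gives approximately 4000. The difference was absent, within a factor of 1.5, with the 75th percentile normalization (2775), any probe of a gene (3192) and no fold change threshold (3382), and without R3 replicate 1 (2838), 2 (2721) or 3 (3009), and with the slide as a random block (5076). It was present with normexp background correction (1421), the authors' processed values (2608), no filter on dim probes (2484), only probes well above background on all arrays (1854), outlier spots kept (2608), control set 1 only (1364), control set 2 only (2396), the replicate block (1988), the slide block (197), the scan date block (1410), the test without moderation (1267), an adjusted p under 0.05 (2081), the variance trend (2639) and the 13 other arrays left out.

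The fold change of aldh1a2 in F was 0.32, against about 0.8 in Fig. 3, read by eye. The difference was absent with normexp background correction (0.46), any probe of a gene (0.50), control set 1 only (0.50), the slide block (0.65) and without F replicate 2 (0.44). It was present with the 75th percentile normalization (0.33), the authors' processed values, no filter, only probes well above background on all arrays, outlier spots kept, control set 2 only (0.21), only the arrays of the 2 groups, the replicate block (0.40), the scan date block, the test without moderation, the variance trend and the 15 other arrays left out. That value is of 1 of 2 kept probes, with a log2 fold change of -1.65 in F. The other kept probe of aldh1a2 had a log2 fold change of -0.34 in F, which lies closer to the figure. The difference may therefore come from the choice of probe, and the paper does not state which probe the figure shows. The other 39 of 40 fold changes compared did not differ by more than both a factor of 1.5 and the spread between replicates, and the 4 lists hold as many entries as stated, though 1831 and 1189 distinct accessions in clusters I and III.

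For some genes the direction, the call or the cluster differs. The paper gives dio2 as higher in F; here its log2 fold change was -0.37 (limma, adjusted p = 0.684) at the brightest of 4 probes and between 0.04 and 0.08 at the others, none of them called. It places igf1 in cluster III, the genes higher in F and lower on refeeding, and its text calls igf1 down-regulated without naming the stage. Here the log2 fold change was -1.24 in F, against the direction of that cluster, and -0.77 in R1, without a call. It describes pklr as higher in R1, where the value was 0.12 at the brightest of 6 probes and between 0.60 and 1.57 at the others, and only any probe of a gene called it. It places gyg2 in cluster IV, while here it was 1.54 in F, 1.78 in R1 and 2.32 in R2. In F, rxraa (-0.23) and nr0b1 (-0.31 and -0.37) lay below Control, and nr1h4, nr1i2 and rxrgb were not called under any setting. In F, nr5a5 (NM_214779) was called with the 75th percentile normalization, any probe of a gene, only the arrays of the 2 groups, the test without moderation, the slide as a random block and without R3 replicate 2, and nr5a5 (NM_001077272) with normexp background correction, any probe of a gene, only the arrays of the 2 groups, the slide as a random block and without R3 replicate 2. In R1, nr5a5 (NM_214779) was called with only the arrays of the 2 groups, the test without moderation, the slide as a random block and without R3 replicate 2, and nr5a5 (NM_001077272) with only the arrays of the 2 groups and without R3 replicate 2.

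In R1, aldh1a2 was not called, and in F it was called with the slide as a random block and without R3 replicate 1 alone. In R3, atl1 and tert were called with the slide as a random block only. In R1, igf1 was called with any probe of a gene only, and nr1h5 with control set 1 only and without Control replicate 3. Neither pcxb, under any setting, nor fbp2, without the filter on dim probes, was called in R1, g6pcb has no probe under that symbol, and of the named odorant receptors none passed the filter. Without the filter, or108-2 met the thresholds in R3 (log2 fold change 1.08, limma, adjusted p = 0.0605). The others did not at the probe that represents each gene, and the redox homeostasis set was not called in R1 under any setting.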

Other observations

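The tests of the vitellogenin genes, of cluster II in R3 against background, of cluster II within slide 3 and of the scale of the lists were chosen only after the result was seen.

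Vitellogenin genes (9 accessions) differed between arrays of 1 group. Their median log2 signal was 11.41, 18.19, 7.44 and 8.01 on Control replicates 1 to 4, 18.09, 18.15 and 18.10 in F, 6.95, 13.13 and 11.49 in R1, 10.64, 9.32 and 9.82 in R2, and 8.96, 16.37 and 18.27 in R3. The signal of esr1 was 6.57, 12.20, 7.41 and 8.01 in Control, 8.99, 13.25 and 11.08 in F, 6.44, 8.33 and 7.69 in R1, 7.70, 7.98 and 8.59 in R2, and 6.71, 8.62 and 14.21 in R3. In F, 4 of 9 vitellogenin accessions were called by limma. Slide does not account for it: the range within 1 slide was 11.24. Ovary RNA does not either, as the zona pellucida genes of Control replicate 2 exceeded those of the other controls by 0.016 only. Fasting as the whole cause is argued against by the range of 9.31 within R3. The sex or reproductive state of the fish remains a candidate explanation, with Control replicate 2 above the other controls by 9.24, and was not decided; the paper states that only females were used. No array was grouped by these genes.

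In cluster II, the kept probes rose by 1.09 in R2. There the R2 array on slide 4 differed from those on slide 3 by 0.0053, but no control lies on these slides. Within slide 3, scanned on 1 day, the R2 arrays lay above the R1 arrays by 0.84. As the study chose these genes on the same arrays for this pattern, slide is not excluded in R2. The 138 listed probes well above background on every R3 array rose by 1.07 in R2, and the other 329 by 0.61. For these 138 probes, this argues against signal near background as the cause of the rise in R2. In R3, the 138 listed probes well above background on every R3 array rose by 0.42, and the other 329 by 1.29; the rise in R3 is therefore likely due in part to signal near background, without this being decided. At the entries not kept, the R2 array on slide 4 lay 0.55 above those on slide 3, which leaves slide open. For the odorant receptors, both explanations remain: 73.4% of their probes were higher on the R2 array of slide 4 than on those of slide 3, and 11 of 128 were well above background on any R3 array. Of the 7506 probes never well above background, 63.9% were higher on that array as well. A technical cause of the odorant receptor result may therefore be enough.

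Marker genes moved together between arrays. The array explained 89.1% of the variance of the abundant exocrine pancreas genes, 94.3% for ovary, 33.0% for intestine and 86.7% for erythrocytes, against medians of 14.5%, 12.7%, 33.1% and 32.2% in 1000 random lists; 0, 0, 504 and 0 of them gave as much. RNA of exocrine pancreas, ovary and blood in the liver samples is a possible explanation. For intestine, with 3 abundant genes, it stays open: both accessions of fabp2 were raised on all F arrays (3.72, 6.57 and 7.33, and 1.97, 3.97 and 5.08), and they were named after their values were seen. Array medians of the abundant genes ran from -1.05 to 1.62 for pancreas, -0.24 to 9.27 for ovary, -1.41 to 1.17 for intestine and -2.14 to 1.12 for erythrocytes. In F the median log2 fold change was -0.05 for pancreas (camera, adjusted p = 0.860, with the test in the opposite direction to the median), 6.81 for ovary (3.31e-25), 0.13 for intestine (0.137) and -1.31 for erythrocytes (0.0122); for pancreas it was 0.89 in R2 and 0.53 in R3 (0.0264 each). Of the list genes, 16 of 17 pancreas, 2 of 15 ovary, 3 of 5 intestine and 5 of 5 erythrocyte genes were well above background on every control liver, the lists share no gene, and 1, 4, 2 and 3 are in the paper's lists. Called over all genes and adjusted over the list alone in F were 0 and 0 for pancreas, 13 and 14 for ovary, 2 and 2 for intestine and 4 and 4 for erythrocytes.

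The mitotic cell cycle set was higher in F, where 24.1% of its genes followed the order of the F replicates, near the 18.5% of all genes. Of its genes called in F, plk1, ccnb1, birc5b, ccna2 and ccnb2 followed that order, and aurka, prc1a, ccnb3 and kif11 did not. Ovary RNA is neither shown nor excluded there. In both F and R1, aurka rose by 3.71 and 3.24, ccnb1 by 5.06 and 3.74 and plk1 by 2.1 and 1.73, genes chosen after their values were seen. Among the genes of the set called in F, birc5b alone was lower in R1, with 4.78 in F and -0.85 in R1. For pcna (NM_131404, chromosome 10, 39038671 to 39038730), the log2 fold change was -1.54 in F (limma, adjusted p = 0.107, 2 of 3 arrays below every control) and 1.59 in R1 (limma, adjusted p = 0.115, 1 of 3 arrays above every control). It was called in R1 under 8 other settings and in F under 6, and its other probe gave 1.73 in R1 (limma, adjusted p = 0.0593).

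Between control set 1 and set 2, 1 gene was called: zgc:112492 (NM_001017658), chosen after its values were seen, with a log2 difference of 10.25 (limma, adjusted p = 1.1e-05). It was 12.81 and 12.98 in set 1, 2.86 and 2.44 in set 2, and between 11.64 and 14.26 on the other 12 arrays. A cause was not tested.

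The values printed in the cluster lists are the log2 of values already on the log2 scale, centred and scaled to unit length: within a tolerance of 0.001, this held for 100% of the 3890 entries, and 0 were equal on the log2 or linear scale. A second logarithm before clustering is thus shown by the numbers themselves. The order of samples within an entry is changed by it only in spacing, and its effect on the membership of the clusters was not tested.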
